# A Noncanonical DNA Damage Checkpoint Response in a Major Fungal Pathogen

**DOI:** 10.1128/mBio.03044-20

**Published:** 2020-12-15

**Authors:** Erika Shor, Rocio Garcia-Rubio, Lucius DeGregorio, David S. Perlin

**Keywords:** *Candida glabrata*, DNA damage checkpoints, DNA damage response, Rad53, cell division

## Abstract

DNA damage checkpoints are key guardians of genome integrity. Eukaryotic cells respond to DNA damage by triggering extensive phosphorylation of Rad53/CHK2 effector kinase, whereupon activated Rad53/CHK2 mediates further aspects of checkpoint activation, including cell cycle arrest and transcriptional changes. Budding yeast Candida glabrata, closely related to model eukaryote Saccharomyces cerevisiae, is an opportunistic pathogen characterized by high genetic diversity and rapid emergence of drug-resistant mutants. However, the mechanisms underlying this genetic variability are unclear. We used Western blotting and mass spectrometry to show that, unlike S. cerevisiae, C. glabrata cells exposed to DNA damage did not induce C. glabrata Rad53 (CgRad53) phosphorylation. Furthermore, flow cytometry analysis showed that, unlike S. cerevisiae, C. glabrata cells did not accumulate in S phase upon DNA damage. Consistent with these observations, time-lapse microscopy showed C. glabrata cells continuing to divide in the presence of DNA damage, resulting in mitotic errors and cell death. Finally, transcriptome sequencing (RNAseq) analysis revealed transcriptional rewiring of the DNA damage response in C. glabrata and identified several key protectors of genome stability upregulated by DNA damage in S. cerevisiae but downregulated in C. glabrata, including proliferating cell nuclear antigen (PCNA). Together, our results reveal a noncanonical fungal DNA damage response in C. glabrata, which may contribute to rapidly generating genetic change and drug resistance.

## Abstract (precis)

In order to preserve genome integrity, all cells must mount appropriate responses to DNA damage, including slowing down or arresting the cell cycle to give the cells time to repair the damage and changing gene expression, for example to induce genes involved in DNA repair. The Rad53 protein kinase is a conserved central mediator of these responses in eukaryotic cells, and its extensive phosphorylation upon DNA damage is necessary for its activation and subsequent activity.

## INTRODUCTION

DNA damage poses an ever-present threat to living cells. Failure to mount an appropriate response to DNA damage can lead to genetic instability, which has a number of biological and pathological consequences, e.g., contributing to the development of cancer and, in microbial pathogens, affecting the evolution of host-pathogen interplay and the emergence of drug-resistant mutants. Fungal DNA damage responses are highly diverse, which has been highlighted by several recent studies showing that genes involved in the maintenance of genome integrity are less conserved than other functional categories of genes in fungal species (1, 2). Indeed, several lineages of yeast genus *Hanseniaspora* lack homologs of dozens of genes involved in chromosome segregation, cell cycle progression, and DNA repair and are characterized by higher evolution rates, at least in the beginning of their lineage’s evolution (1). The genetic instability of fungal pathogens, which is of particular interest due to its relevance to evolution of drug resistance, has been extensively reported, particularly during host colonization or under stressful environmental conditions (3–8). The types of genetic alterations most commonly described in fungi are aneuploidies and loss of heterozygosity, which occur in diploid or polyploid fungi, such as Candida albicans or Cryptococcus neoformans (9). Although haploid fungi cannot avail themselves of these mechanisms, they can also exhibit extensive genetic variation and rapid emergence of drug-resistant mutants (10–14), suggesting the existence of other, as yet unknown, mechanisms that enable high genetic “flexibility” in fungal pathogens.

Candida glabrata is a haploid budding yeast more closely related to baker’s yeast Saccharomyces cerevisiae than to C. albicans (15). Unlike S. cerevisiae, however, C. glabrata is an obligate human commensal microbe that can become pathogenic and is a leading cause of life-threatening invasive fungal infections in immunocompromised individuals (16–18). C. glabrata rapidly evolves resistance to different antifungal drug classes (14, 19–23) and is characterized by extremely high genome variation among clinical isolates both in terms of single nucleotide polymorphisms and larger structural variants (11–14, 24). The documented extensive chromosomal variation among C. glabrata clinical isolates resembles the unstable karyotypes and increased gross chromosomal rearrangements observed in S. cerevisiae mutants lacking DNA replication checkpoint functions (25, 26). However, checkpoint activity in C. glabrata has not been examined.

Response to DNA damage depends on the cell cycle phase, but damage incurred during the process of DNA replication is considered to be especially detrimental as it can lead to replication fork destabilization, the formation of double-strand breaks at collapsed forks, and inappropriate recombination, resulting in chromosomal rearrangements and cell death (27, 28). DNA replication checkpoint slows down S-phase progression, stabilizes replication forks, inhibits replication origin firing, and upregulates transcription of DNA repair genes (29–32). Cells with unrepaired DNA damage at the end of S phase also activate the G_2_/M checkpoint, which arrests cells in mitosis (33, 34). Although these checkpoints differ with regard to their specific triggers, protein players, and downstream effects, several proteins play key roles in both checkpoints, most notably the Rad53 serine/threonine kinase (CHK2 in higher eukaryotes). Rad53 is a checkpoint effector kinase—upon DNA damage or DNA replication arrest, it is extensively phosphorylated by upstream sensor kinases and by itself (35, 36), thereupon amplifying the DNA damage signal by phosphorylating dozens of downstream targets (37–39). Rad53 phosphorylation is instrumental for virtually all aspects of the DNA damage response (38, 40–44). Rad53 orthologs are also extensively phosphorylated upon DNA damage in several non-*Saccharomyces* fungal species examined, including C. albicans, C. neoformans, and Schizosaccharomyces pombe (45–47). However, the phosphorylation of Rad53 in C. glabrata has not been studied.

In this study, we examined the DNA damage response of C. glabrata, focusing on Rad53 phosphorylation, cell cycle alterations, and the global transcriptomic response. Interestingly, we did not detect a DNA damage-induced increase in Rad53 phosphorylation in C. glabrata. Consistent with this finding, in the presence of DNA damage, C. glabrata cells did not accumulate in S phase and proceeded to divide, giving rise to mitotic errors and significant cell death. Finally, using transcriptome sequencing (RNAseq), we obtained evidence of transcriptional rewiring of the DNA damage response in C. glabrata, as well as differential regulation of several key protectors of genome integrity, including proliferating cell nuclear antigen (PCNA). Together, these results reveal previously unappreciated variation in fungal DNA damage responses and have important implications for fungal genome stability, evolution, and emergence of antifungal drug resistance.

## RESULTS

### C. glabrata does not induce CgRad53 phosphorylation upon DNA damage.

To begin to elucidate the role of the DNA damage checkpoint in C. glabrata, we examined the phosphorylation of C. glabrata Rad53 (CgRad53; encoded by *CAGL0M02233g*). Rabbit polyclonal antibodies raised against short peptides in the CgRad53 N and C termini did not efficiently detect endogenous CgRad53, but adding a plasmid-borne copy of the gene driven by a weak promoter (48) resulted in a fourfold overexpression of *CgRAD53* (see Fig. S1 in the supplemental material) and robust detection of the protein, allowing us to examine its mobility on SDS-PAGE in the absence and presence of DNA damage. As a control, S. cerevisiae Rad53 (ScRad53) was examined as well. Consistent with existing literature, we detected a shift in ScRad53 mobility upon exposure to the DNA alkylating agent methyl methanesulfonate (MMS) and oxidative damage by H_2_O_2_ (Fig. 1A), reflecting extensive phosphorylation. In contrast, we did not detect a mobility shift for CgRad53, either in MMS or in H_2_O_2_ (Fig. 1A). We considered the possibility that CgRad53 phosphorylation occurred rapidly and transiently, so we examined CgRad53 mobility starting 20 min after the addition of MMS; however, no mobility shift was detected (Fig. 1B). To confirm that C. glabrata was experiencing DNA damage in the presence of MMS or H_2_O_2_, we measured the abundance of histone H2A phosphorylated at serine 129 (also known as γH2A.X), a universal marker of DNA damage, particularly double-strand breaks (49). We found that γH2A.X was strongly induced both by MMS and by H_2_O_2_ in C. glabrata (Fig. 1A and B). Consistent with reports that C. glabrata is highly resistant to oxidative damage (50), it required a much higher concentration of H_2_O_2_ than S. cerevisiae to cause significant DNA damage (Fig. 1A). However, the effects of MMS on γH2A.X levels in S. cerevisiae and in C. glabrata were similar (Fig. 1C). Together, these data indicated that despite efficient induction of DNA damage in C. glabrata, CgRad53 mobility did not change, indicating that extensive phosphorylation was not occurring.

**FIG 1:**
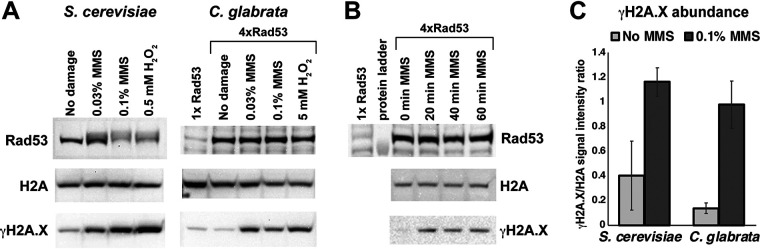
DNA damage induced a change in Rad53 mobility in S. cerevisiae but not C. glabrata. (A) Alkylating damage (MMS) and oxidative damage (H_2_O_2_) induced a shift in the mobility of ScRad53 but not CgRad53. Both conditions induced DNA damage in both species, as evidenced by increased abundance of γH2A.X. (B) MMS induced an increase in γH2A.X abundance by 20 min postexposure but did not induce even a transient shift in CgRad53 mobility. (C) MMS treatment induced DNA damage, as reflected by γH2A.X levels, to similar extents in S. cerevisiae and C. glabrata. Results were calculated from at least three independent biological replicates for every condition. In panels A and C, the cells were exposed to the indicated DNA damaging agent for 1 h.

10.1128/mBio.03044-20.1 FIG S1 *CgRAD53* was mildly overexpressed by placing it downstream of the p*EGD2* promoter. *CgRAD53* was inserted downstream of p*EGD2* (a weak promoter) on a plasmid (48) and transformed into wild-type C. glabrata (strain ATCC 2001). Quantitative PCR (qPCR) (primers GAGGATTTACAGGTGCTACAGG and CGACCACATATCAACTAGGGAAG) was used to measure the level of *CgRAD53* expression in cells carrying p*EGD2-CgRAD53* relative to cells carrying the empty vector. *CgPGK1* gene was used as a control locus. *N* = 3 biological replicates. Download FIG S1, TIF file, 0.8 MB. Copyright © 2020 Shor et al. 2020 Shor et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

To further investigate the phosphorylation status of CgRad53 in the absence and presence of DNA damage, we immunoprecipitated endogenous CgRad53 and ScRad53 from untreated and MMS-treated C. glabrata and S. cerevisiae, respectively, and subjected them to mass spectrometry (MS) analysis (Fig. 2A). We identified 346 and 451 unique ScRad53 peptides isolated from untreated and MMS-treated cells, respectively, corresponding to 75% and 82% protein coverage (see Data Set S1 and Fig. S2 in the supplemental material). For CgRad53, we identified 45 and 63 unique peptides obtained from untreated and MMS-treated cells, respectively, corresponding to 44% and 49% protein coverage (Data Set S1 and Fig. S2). Consistent with existing literature, we detected a strong increase in the fraction of ScRad53 phosphopeptides in the MMS-treated sample (Fig. 2B and C and Data Set S1). In contrast, and consistent with the Western blot data (Fig. 1A and B), the fraction of CgRad53 phosphopeptides did not increase after MMS treatment (Fig. 2B and Data Set S1), supporting the conclusion that C. glabrata Rad53 was not significantly phosphorylated upon DNA damage.

**FIG 2:**
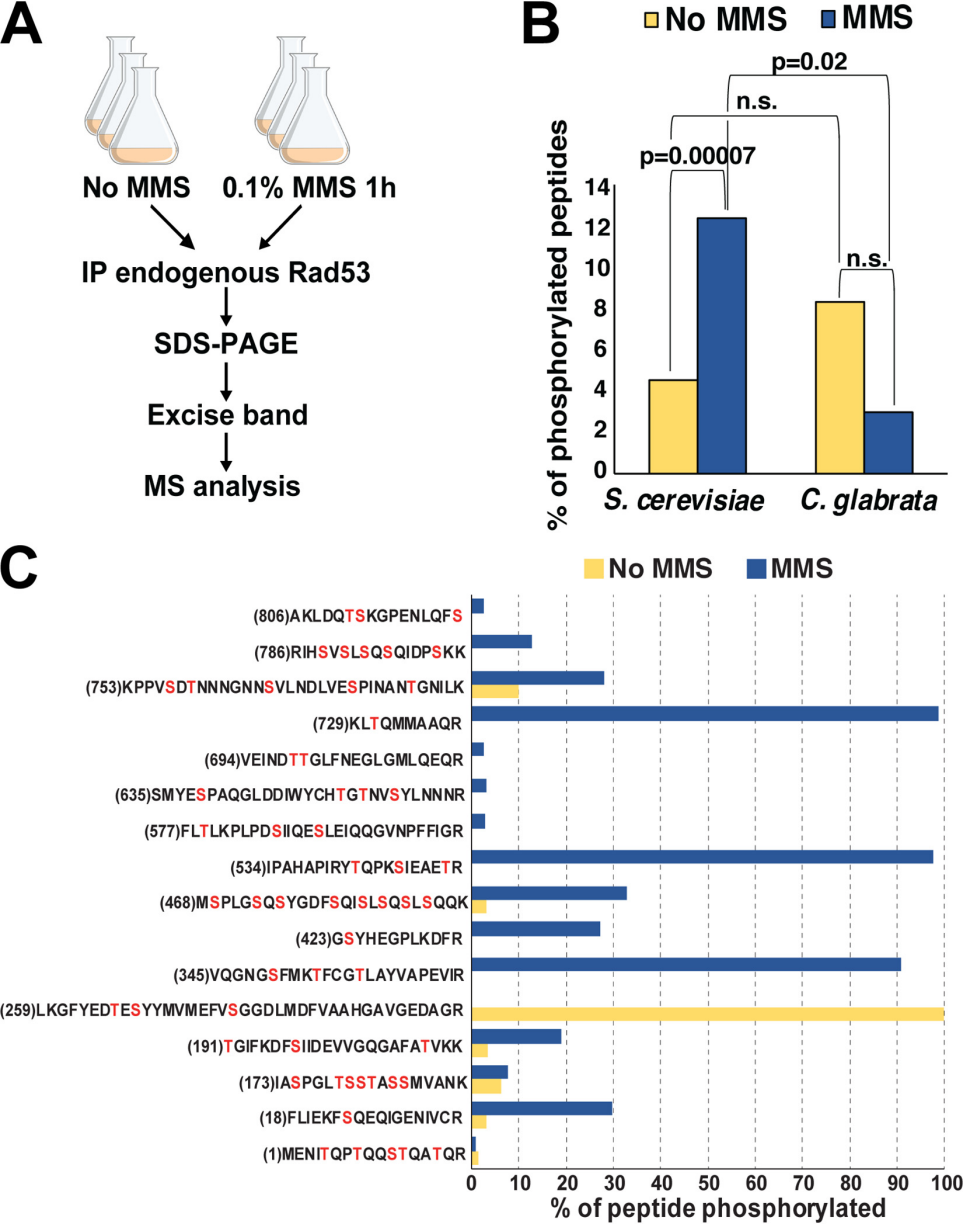
Mass spectrometry (MS) analysis detected extensive DNA damage-induced Rad53 phosphorylation in S. cerevisiae but not C. glabrata. (A) Outline of the experiment. IP, immunoprecipitate. (B) The fraction of phosphorylated Rad53 peptides was significantly increased in S. cerevisiae samples, but not C. glabrata samples, derived from MMS-treated cells. The *P* value was calculated using the χ^2^ test. n.s., not significant. (C) Consistent with previous studies, our MS analysis identified extensive DNA damage-induced phosphorylation throughout ScRad53. For each peptide, the total intensity of the phosphorylated forms of that peptide was divided by the total intensity of all forms of that peptide, converted to percentages, and plotted on the *y* axis. The number in parentheses indicates the position of the first residue in the peptide. Serines and threonines are shown in red.

10.1128/mBio.03044-20.2 FIG S2 Peptides identified by MS in ScRad53 and CgRad53 (shown in green). Download FIG S2, TIF file, 2.8 MB. Copyright © 2020 Shor et al. 2020 Shor et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

10.1128/mBio.03044-20.7 DATA SET S1 This data set contains processed data obtained by MS (the first sheet of the Excel file) and by RNAseq (the other sheets). Download Data Set S1, XLSX file, 1.5 MB. Copyright © 2020 Shor et al. 2020 Shor et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

To identify the protein features that may contribute to this lack of phosphorylation, we scrutinized the CgRad53 amino acid sequence. CgRad53 is slightly shorter than ScRad53 (767 versus 821 amino acids), but its overall domain organization is similar to that of ScRad53, containing a kinase domain flanked by two FHA domains (Fig. S3A). Likewise, the two proteins contain a similar percentage of serines and threonines (Fig. S3B). However, an examination of the ScRad53-CgRad53 protein alignment revealed that a number of serines and threonines phosphorylated in ScRad53 were not conserved in CgRad53 (Fig. S3C). Interestingly, most ScRad53 S/TQ motifs, which are canonical phosphorylation sites for phosphatidylinositol 3-kinase (PI3-K)-related kinases, such as Mec1 and Tel1, are conserved in CgRad53, with the exception of Ser53, Thr731, and Ser795. In contrast, all three ScRad53 proline-directed phosphorylation sites (Ser175, Ser375, and Ser774), which are phosphorylated by cyclin-dependent kinases (51, 52), are not conserved in CgRad53 (Fig. S3C). Likewise, a number of noncanonical (non-S/TQ) Mec1 sites and ScRad53 autophosphorylation sites are not conserved in CgRad53 (Fig. S3C). Importantly, the majority of serines and threonines phosphorylated in ScRad53 but lacking conservation in CgRad53 have been shown to be targets of MMS-induced phosphorylation (Fig. S3C). This lack of conservation, together with the results shown above, supports the conclusion that in C. glabrata, Rad53 is not targeted for extensive DNA damage-induced phosphorylation.

10.1128/mBio.03044-20.3 FIG S3 **(**A) Overall Rad53 domain organization is similar in S. cerevisiae and C. glabrata. (B) The overall percentages of serines and threonines are similar in ScRad53 and CgRad53. (C) The Rad53 alignment between S. cerevisiae and C. glabrata orthologs was performed using MUSCLE in MegAlign Pro software (Lasergene). ScRad53 phosphosite data were obtained from references 35, 51, 52, 62, and 90. Download FIG S3, TIF file, 2.8 MB. Copyright © 2020 Shor et al. 2020 Shor et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

### C. glabrata cells do not accumulate in S phase upon DNA damage.

A key consequence of DNA damage signaling replication checkpoint activation via Rad53 phosphorylation is the slowing of DNA replication, which allows cells time to repair the damage prior to cell division (53). A typical method of detecting this in S. cerevisiae involves synchronizing cells in G_1_ with α-factor and releasing them into DNA damaging conditions. Because C. glabrata cells do not arrest in response to mating pheromones (54), we used carbon starvation to synchronize C. glabrata and S. cerevisiae cells in G_1_ (Fig. 3). The synchronized cells were then released into glucose-containing medium in the absence or presence of 0.03% MMS, and cell cycle distribution was analyzed for 6 h by flow cytometry. Hydroxyurea (HU) (100 mM), which inhibits DNA replication by depleting deoxynucleoside triphosphate (dNTP) pools but without inducing DNA damage, was used as a comparator. Consistent with previous reports (53, 55, 56), S. cerevisiae cells released into MMS-containing medium significantly slowed down DNA replication, remaining largely accumulated in S phase by the end of the 6 h (Fig. 3). In contrast, while C. glabrata cells were slowed down by the presence of MMS in terms of their entry into S phase (compare 2-h time points for “No drug” and “MMS” in Fig. 3), they did not accumulate in S phase and largely completed DNA replication between 4 and 5 h after MMS exposure (Fig. 3). We did this experiment at both 30°C and 37°C (the optimal C. glabrata growth temperature) and obtained identical results (Fig. S4). Finally, C. glabrata released in the presence of HU also delayed the start of DNA replication, but unlike in the presence of MMS, did not complete it by the end of the 6-h period, at which point a large proportion of the population still remained in S phase (Fig. 3), whereupon their cell cycle profiles looked similar to HU-exposed S. cerevisiae cells (Fig. 3). Together, these data show that activation of the S-phase checkpoint by DNA damage (but not by non-damage-associated inhibition of DNA replication) is significantly attenuated in C. glabrata compared to S. cerevisiae.

**FIG 3:**
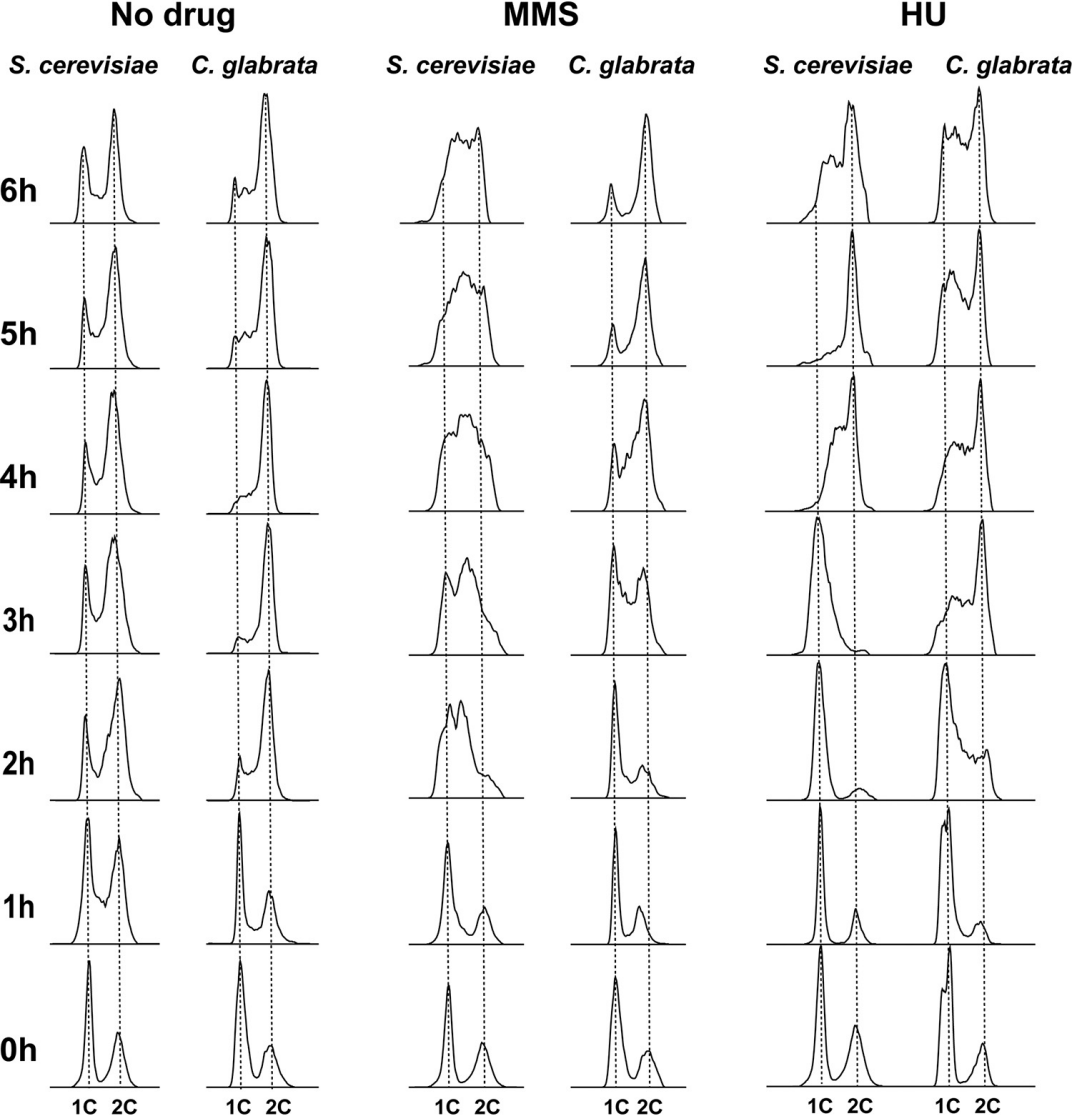
DNA damage induced significant S-phase accumulation in S. cerevisiae but not in C. glabrata. S. cerevisiae and C. glabrata cells were synchronized in G_1_ phase by carbon starvation and released into glucose-containing medium either in the absence or presence of MMS (0.03%) or HU (100 mM). In the presence of MMS, C. glabrata completed DNA replication much faster than S. cerevisiae cells, which remained accumulated in S phase by the end of the 6-h time course. SYTOX green staining and flow cytometry were used to measure DNA content.

10.1128/mBio.03044-20.4 FIG S4 C. glabrata cells synchronized in G_1_ by carbon starvation and released into 0.03% MMS or 100 mM HU at 30°C behaved similarly to cells grown and released into these drugs at 37°C (Fig. 4). Download FIG S4, TIF file, 0.9 MB. Copyright © 2020 Shor et al. 2020 Shor et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

### C. glabrata cells undergo aberrant cell divisions and lose viability in response to DNA damage.

In S. cerevisiae, Rad53-mediated checkpoint signaling is essential for surviving DNA damage, wherein *rad53* mutants (both deletion and point mutants lacking phospho-sites) and other checkpoint mutants proceed with the cell cycle in the presence of DNA damaging agents and exhibit high lethality, presumably due to aberrant replication and division (56). Because C. glabrata exhibited highly attenuated DNA damage-induced Rad53 phosphorylation and checkpoint activation, we measured its ability to survive DNA damage. We found that whereas at a low concentration of MMS (0.01%), viability was moderately and similarly impacted in S. cerevisiae and C. glabrata, at higher MMS concentrations (0.03% and 0.1%), C. glabrata was significantly more sensitive than S. cerevisiae, exhibiting several orders of magnitude higher lethality after 8 h in 0.1% MMS (Fig. 4A).

**FIG 4:**
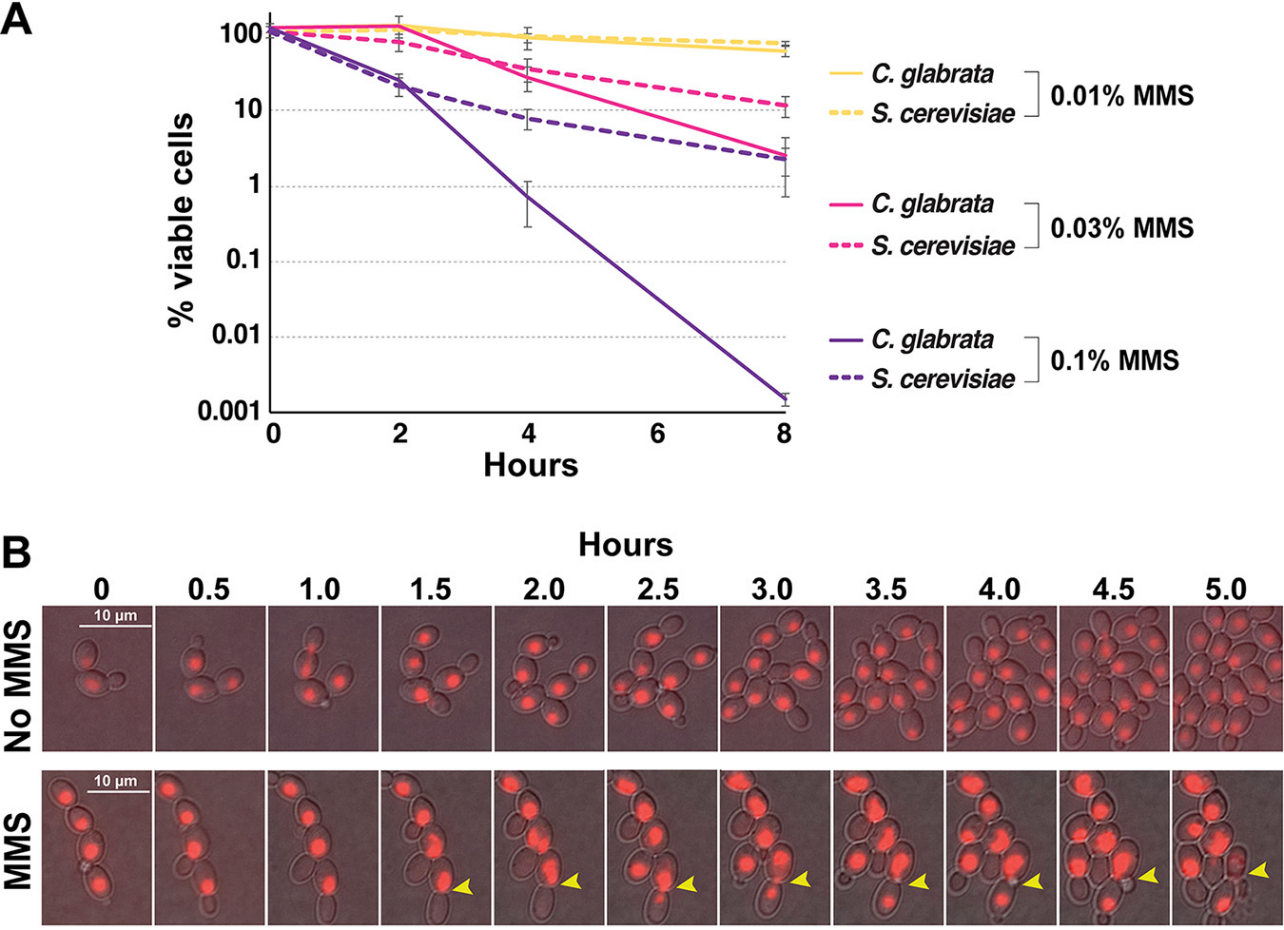
C. glabrata exhibited high lethality and aberrant mitoses in the presence of DNA damage. (A) C. glabrata cells are more sensitive to high levels of DNA damage than S. cerevisiae cells. Cells were cultured in the presence of indicated concentrations of MMS, harvested at the indicated time points, counted, and plated on drug-free YPD plates. Viability counts were obtained by dividing the number of resulting colonies by the number of plated cells. Results were calculated from at least three biological replicates for every time point. (B) Time-lapse microscopy detected C. glabrata cells dividing in the presence of 0.03% MMS, including aberrant nuclear divisions. The cells, carrying an NLS-RFP construct to fluorescently mark nuclei, were pipetted onto YPD-agarose pads, sealed, and imaged for 6 h at 10-min intervals. Thirty-minute intervals are shown. Yellow arrowheads indicate cells where nuclear material was unequally distributed into mother and daughter cells. Both mother and daughter cells subsequently budded, but the mother cell burst. The corresponding time-lapse movies are available as Movies S1 and S2 in the supplemental material.

10.1128/mBio.03044-20.8 MOVIE S1 This video shows a 6-h time-lapse movie (imaged at 10-min intervals) of C. glabrata cells growing in YPD-low-melting-point agarose in the absence of MMS. Nuclei are marked with NLS-RFP. Download Movie S1, MOV file, 0.09 MB. Copyright © 2020 Shor et al. 2020 Shor et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

10.1128/mBio.03044-20.9 MOVIE S2 This video shows a 6-h time-lapse movie (imaged at 10-min intervals) of C. glabrata cells growing in YPD-low-melting-point agarose in the presence of 0.03% MMS. Nuclei are marked with NLS-RFP. Download Movie S2, MOV file, 0.2 MB. Copyright © 2020 Shor et al. 2020 Shor et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

To gain insight into the causes of lethality in MMS-treated C. glabrata cells, we used time-lapse microscopy to track cell division of C. glabrata cells with fluorescently marked nuclei (NLS-RFP; see Movies S1 and S2 in the supplemental material). We observed that whereas the presence of 0.03% MMS significantly slowed down the rate at which new buds emerged, nevertheless, 2 to 3 h after the addition of MMS, a number of cells proceeded with nuclear division and mitosis (Fig. 4B and Movies S1 and S2). Furthermore, we were able to observe aberrant mitoses wherein nuclear content was distributed unequally between mother and daughter cells prior to cytokinesis (Fig. 4B, yellow arrowheads). Despite this unequal distribution of nuclear content, both mother and daughter cells proceeded to bud; however, the mother cell subsequently “exploded” (Fig. 4B, yellow arrowheads). To track how often such catastrophic cell divisions occur, we counted cell deaths (determined by visible loss of cellular or nuclear integrity) upon cell division either in the presence or absence of MMS. In the absence of MMS, we tracked 464 divisions and observed only two deaths, whereas in the presence of MMS, we tracked 60 division events and observed five deaths (0.43% versus 8.3%, respectively; χ^2^ *P* value < 0.00001). These observations, together with the cell cycle distribution analysis (Fig. 3) and cell viability measurements (Fig. 4A), show that C. glabrata cells do not significantly activate the DNA damage checkpoint, that many of them proceed with S phase and cell division even in the presence of DNA damage, and as a result lose viability due to aberrant mitoses.

### A rewiring of the transcriptional response to DNA damage in C. glabrata.

A key part of the cellular response to DNA damage is activated Rad53 phosphorylating multiple transcription factors, which in turn alter the expression of hundreds of genes, e.g., downregulating genes involved in growth and cell cycle progression and upregulating genes involved in stress responses and DNA repair (38, 43). 

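Methyl methanesulfonate (MMS) is an alkylating agent that methylates DNA bases and blocks replication forks. Exponentially growing S. cerevisiae at 30°C and C. glabrata at 37°C were left untreated or exposed to 0.1% MMS for 1 h. Temperature is the same with and without MMS within a species but differs between the species. Wherever responses of the species are compared, an effect of temperature on the response cannot be told apart from an effect of species. Total RNA was extracted with a column kit and sequenced by a company. There were 3 biological replicates per condition, except that 1 untreated S. cerevisiae sample failed quality control, which leaves 2. The authors aligned the reads with STAR to a transcriptome made from the sacCer3 build, counted reads per transcript with featureCounts and deposited those raw counts. The reference behind the C. glabrata counts is not given in the sources used here. The S. cerevisiae counts cover 7126 features and the C. glabrata counts 5293. Counts summed to 18355371 and 16912355 in the untreated S. cerevisiae libraries, and to between 14325490 and 16499068 (median 14942276) in the MMS libraries. In C. glabrata they summed to between 13309808 and 14356032 (median 13810876) without MMS, and to between 12438227 and 15462982 (median 13939809) with MMS.

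Each species was fitted on its own libraries with edgeR's quasi-likelihood test on the counts, with TMM factors for library composition and Benjamini-Hochberg adjustment. The composition factors separated the groups: they were 0.744 and 0.783 in untreated S. cerevisiae and 1.18 to 1.21 with MMS, and 0.820 to 0.860 against 1.17 to 1.20 in C. glabrata. With library totals in place of these factors, the median log2 change of all tested genes moved from 0.05 to 0.70 in S. cerevisiae and from 0.04 to 0.52 in C. glabrata, so every direction here is relative to the other genes of the same species. Log counts of replicates correlated at 0.989 or above in S. cerevisiae and at 0.994 or above in C. glabrata. Between treated and untreated libraries the correlation was at most 0.825 and 0.610. No pair of replicates differed by as little as the sampling noise (chi-square per degree of freedom at least 5.40), so all 11 libraries were kept as separate samples. Differences between the species were tested as an interaction over all 11 libraries, on gene pairs that Data Set S1 prints.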

To ask whether a similar transcriptional response exists in C. glabrata, we cultured both C. glabrata and S. cerevisiae in the absence or presence of 0.1% MMS for 1 h, isolated total RNA, and analyzed it by transcriptome sequencing (RNAseq). 

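In S. cerevisiae, 5427 of 6720 tested genes changed with MMS at an adjusted p under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 2773 upward and 2654 downward. Of these, 1195 rose and 1307 fell by at least 1 on the log2 scale, 2502 in all. Over all 6720 tested genes, called or not, every MMS library lay on the same side of both untreated libraries in 5906 (87.9%); by chance, 2 libraries against 3 are separated in this way in 20.0% of genes. The biological coefficient of variation was 9.30%. The choice that moved the direction most was scaling by library totals alone, with 4294 genes up and 1429 down (75.0% upward, against 51.1%). Tested against a fold change of 1.5 in place of no change, 3274 genes passed.

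The largest rises among well-expressed genes were in LSO1, DDI3, DDI2, SRX1 and YJL144W. LSO1 (YJR005C-A, chromosome X of R64, 448477 to 448758, minus strand) had 0.446 ± 0.00964 TMM-normalized CPM without MMS (SD, n = 2) and 185 ± 18.0 with MMS (SD, n = 3). Its log2 change was 8.67 (standard error 0.18, adjusted p = 2.54e-08 from edgeR's quasi-likelihood test). With 6 counts in each untreated library, counting noise alone is larger than this standard error, which is therefore too small. DDI3 rose by 6.84 and DDI2 by 6.75 on the log2 scale; their coding sequences are identical at 99.9% of 678 bases, so reads of either gene could have been split between them and both values are uncertain. The log2 change was 5.72 for SRX1 and 5.03 for YJL144W. The largest falls were in DBP2 (log2 change -6.53), HXT2 (-6.06), ANB1 (-6.05), CYB5 (-5.95) and NSR1 (-5.93). The untreated libraries differed widely for HXT2, with 8881 and 22457 counts, and for ANB1, with 112 and 1088 counts. Without the second untreated library the log2 change of ANB1 was -3.59, and without any 1 of the 3 MMS libraries it no longer passed the threshold (largest adjusted p = 0.110, edgeR's quasi-likelihood test). ANB1 shares 91.1% of bases with HYP2.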

As reported previously, over 2,000 genes were up- or downregulated by DNA damage in S. cerevisiae (Fig. 5A and Data Set S1), and these transcriptional changes were consistent with those published previously (Fig. S5A) (38, 43). Over 2000 genes were also up- and downregulated by DNA damage in C. glabrata (Fig. 5A), and interestingly, there was a high degree of concordance between the expression changes of orthologous genes present in both species (4,797 genes; Fig. 5A and B). This concordance was especially strong for genes downregulated by MMS: in both S. cerevisiae and C. glabrata, these genes were strongly enriched for those involved in protein synthesis, e.g., translation, ribosome biogenesis, and rRNA processing (Fig. S6A). This downregulation of progrowth genes was consistent with previous reports (38, 43) and with our conclusion that in the presence of MMS C. glabrata was experiencing DNA damage-induced stress. 

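Of 5240 C. glabrata genes tested, 4764 changed at an adjusted p under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 2421 upward and 2343 downward. Among them 1269 rose and 1306 fell by at least 1 on the log2 scale. Over all 5240 tested genes, called or not, the MMS libraries did not overlap the untreated ones in 4796 (91.5%), against 10.0% by chance for 3 libraries against 3. The biological coefficient of variation was 5.91%. Under library totals alone, 64.2% of the called genes rose, against 50.8% under TMM factors.

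The largest rises were in CAGL0I10010g, the ortholog of BTN2 in Data Set S1, and in CAGL0J00451g, which Data Set S1 lists with the homolog TDH3 but no direct ortholog. CAGL0I10010g went from 7.75 ± 0.962 to 1647 ± 279.7 CPM (SD, n = 3 each) and CAGL0J00451g from 16.2 ± 0.715 to 3442 ± 286 (SD, n = 3 each); both log2 changes were 7.73. Next came CAGL0M11902g (FUN19, 7.46), CAGL0E05280g (homolog GRE2, 7.30) and CAGL0K02629g (YNL134C, 7.21). The largest falls were in CAGL0F01463g (TIR2, -7.06), CAGL0L08114g (-6.00), CAGL0K04587g (RPS22B, -5.99), CAGL0K06061g (RPS28B, -5.95) and CAGL0B02475g (PHO84, -5.91). These 10 genes have standard errors between 0.08 and 0.17. The correlation of all ortholog pairs is not analysed here: the copy of the ortholog sheet used holds the first 1995 of 4793 rows, and the sheet is sorted by the change in C. glabrata.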

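Gene lists fixed in advance stood in for the Gene Ontology terms in S. cerevisiae. Of 139 cytosolic ribosomal protein genes, 138 fell and 1, RPL15B, rose, both adjusted over the list alone and over all genes (edgeR's quasi-likelihood test). Their median log2 change was -3.58, from -5.00 in RPL9A to 1.06 in RPL15B. Many of these genes have near-identical copies, so single members are uncertain. All 138 tested ribosome biogenesis genes fell, with a median of -3.02 and a range from -5.93 (NSR1) to -0.64 (NOP19); this count, too, was the same adjusted over the list alone. The medians stayed negative under every scaling, and library totals moved them most, to -2.92 and -2.37.

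A competitive set test with the correlation between genes estimated from the 5 libraries (camera) did not pass its threshold for either list (Benjamini-Hochberg adjusted p = 0.269 for both) and estimated correlations between members of 0.836 for ribosomal proteins and 0.745 for ribosome biogenesis. With a preset correlation of 0.01, the adjusted p was 2.59e-31 for ribosomal proteins and 1.65e-28 for ribosome biogenesis (camera, Benjamini-Hochberg). The rotation test fry gave 0.000119 and 0.000153 after the same adjustment.

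None of these lists was put to a set test in C. glabrata, where the plan required a reference that pairs all genes. The 4 ribosomal protein pairs it prints, RPL12B, RPS22B, RPS23A and RPS28B, had log2 changes from -5.99 (RPS22B) to -4.90 (RPS23A) in C. glabrata. They appear in the sheet of pairs at least 2 log2 units lower in C. glabrata than in S. cerevisiae. Of 16 ribosome biogenesis pairs printed, 14 fell in C. glabrata, while SQT1 (CAGL0L09647g) rose by 0.67. These pairs, too, were printed for their difference between species. In the interaction test the log2 change was higher in C. glabrata for 14 of the 16 and lower for 2.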

Interestingly, gene categories induced by MMS were more diverse in C. glabrata than in S. cerevisiae. Both species induced genes involved in protein degradation and stress responses; however, C. glabrata also induced orthologs of genes, which in S. cerevisiae are involved in sporulation and meiosis (Fig. S6A). This observation was intriguing and unexpected because mating and meiosis have not been detected in C. glabrata to date.

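The proteasome is the one list whose members are all paired in the part of Data Set S1 used here. All 35 genes rose in S. cerevisiae, with a median log2 change of 1.40 and a range from 0.83 (SEM1) to 1.92 (PRE2), and all 35 orthologs rose in C. glabrata, from 0.37 (SEM1, CAGL0A02728g) to 2.94 (RPN12, CAGL0A04807g). Each of these changes has an adjusted p under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The rise was larger in C. glabrata for 27 pairs and larger in S. cerevisiae for 2 pairs (PRE2 and SEM1) in the interaction test, and was not shown to differ in the others. Of 44 stress response genes, 34 rose and 5 fell in S. cerevisiae, with a median of 1.60; HSP42 rose most (4.99) and SSA2 was lowest (-0.86). Among the 29 stress response pairs printed, 27 rose in C. glabrata, led by BTN2, SSA4 (CAGL0G03289g, 6.90) and HSP42 (CAGL0E00803g, 6.55).

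Genes that act in meiosis and sporulation also rose in S. cerevisiae: of 70 tested, 44 rose and 8 fell, and the median was 0.59. These counts were the same adjusted over the list alone. The range ran from -2.74 (SPS4) to 2.30 (SMA1). Estimating the correlation between genes, camera gave an adjusted p of 0.137 for this list, for proteasome and for stress response (Benjamini-Hochberg), while all 3 lists passed under the preset correlation and under fry. In C. glabrata, 39 of the 46 meiosis and sporulation pairs printed rose and 4 fell. The printed pairs were selected on a rise in C. glabrata or on a difference of at least 2 log2 units between species, so these counts do not describe the whole list. SPS2 (CAGL0H01661g) rose by 5.23 in C. glabrata and was not called in S. cerevisiae (0.30), and SPS22 (CAGL0B00616g) rose by 4.36 in C. glabrata and by 0.55 in S. cerevisiae. The paper states that both species induced protein degradation and stress response genes, and that C. glabrata induced sporulation and meiosis genes as well. It took its categories from genes changed by at least 1 on the log2 scale (Fig. S6A). At that size, 20 of the 70 genes rose and 3 fell in S. cerevisiae. The counts at any size of change are therefore not comparable with the paper's contrast.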

**FIG 5:**
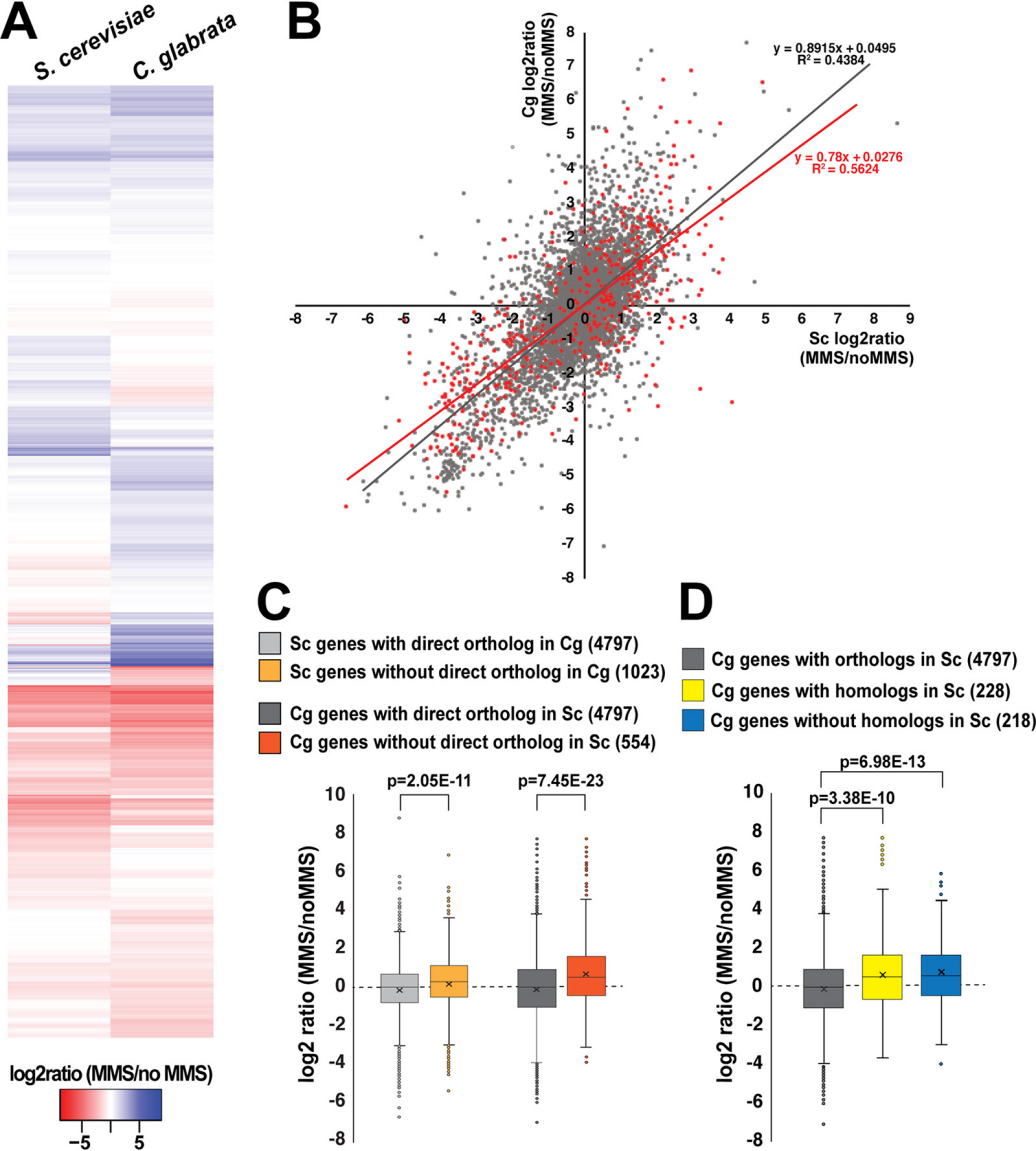
RNAseq revealed evidence of transcriptional rewiring of the DNA damage response in C. glabrata relative to S. cerevisiae. C. glabrata and S. cerevisiae cells were treated with 0.1% MMS for 1 h, and then total RNA was isolated from both untreated and treated cells and subjected to RNAseq analysis. Three biological replicates of every condition were analyzed, with the exception of “S. cerevisiae no MMS” for which one of the samples had poor RNA quality and was not processed further. (A) Heatmap of the “MMS/no MMS” log_2_ ratios for S. cerevisiae genes and their C. glabrata orthologs. (B) Scatterplot where each gene is represented by a dot and its “MMS/no MMS” log_2_ ratio for S. cerevisiae (Sc) is plotted on the *x* axis and the ratio for C. glabrata (Cg) is plotted on the *y* axis. Genes whose expression is regulated by Rad53 in S. cerevisiae are indicated in red. (C) In both C. glabrata and S. cerevisiae, genes that lack a direct ortholog in the other species are induced more strongly by DNA damage. (D) Both C. glabrata genes that have homologs but not direct orthologs in S. cerevisiae and C. glabrata genes that have no homologs in S. cerevisiae tend to be upregulated by MMS. The *P* values were calculated by an unpaired two-tailed *t* test. The S. cerevisiae-C. glabrata ortholog list was downloaded from http://www.candidagenome.org/download/homology/orthologs. In panels C and D, the number in parentheses indicates the number of genes in the corresponding category.

10.1128/mBio.03044-20.5 FIG S5 Comparing our RNAseq data to other data sets. (A) The plots show correlations between our S. cerevisiae RNAseq data (log_2_ ratio of MMS/noMMS for every gene) with those obtained in references 38 and 43. The differences with our data are likely due to the fact that those studies used lower concentrations of MMS (0.02% or 0.03% versus the 0.1% that we used) and because they were performed using microarray technology. (B) This panel shows a comparison of transcriptional responses to MMS of genes lost from *Hanseniaspora* yeast lineages. Out of all genes lost from *Hanseniaspora*, genes involved in chromosomal maintenance (cell cycle regulation, chromosome segregation, and DNA repair) were more likely to show divergent responses to MMS in S. cerevisiae and C. glabrata than genes involved in other processes. Download FIG S5, TIF file, 0.6 MB. Copyright © 2020 Shor et al. 2020 Shor et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

10.1128/mBio.03044-20.6 FIG S6 Gene Ontology (GO) analysis of genes upregulated or downregulated by MMS in S. cerevisiae and C. glabrata. (A) Genes upregulated or downregulated at least twofold in the presence of 0.1% MMS were subjected to GO analysis using the FungiFun tool (https://elbe.hki-jena.de/fungifun/) (89). (B) Genes that were differentially regulated by MMS in S. cerevisiae and C. glabrata (i.e., genes whose log_2_ MMS/noMMS ratio differed by at least 2, reflecting at least a fourfold difference in the increase or decrease of transcript abundance in MMS between S. cerevisiae and C. glabrata) were subjected to GO analysis using the FungiFun tool (https://elbe.hki-jena.de/fungifun/) (89). Download FIG S6, TIF file, 1.5 MB. Copyright © 2020 Shor et al. 2020 Shor et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

We also specifically examined genes whose DNA damage-induced expression changes (either up- or downregulation) in S. cerevisiae are known to be Rad53 dependent (38). Interestingly, the majority of these genes’ orthologs were also responsive to DNA damage in C. glabrata, and their overall response to MMS was similar in C. glabrata to that in S. cerevisiae (Fig. 5B, red dots). This result suggested that this set of genes had undergone transcriptional “rewiring” in C. glabrata, whereby their transcription was robustly induced or repressed by DNA damage within the time frame (1 h) where CgRad53 phosphorylation was not induced and that therefore these changes may have been mediated by factors other than Rad53.

We also individually examined several canonical Rad53 target genes, i.e., those whose transcription has long been known to be strongly induced by DNA damage in a Rad53-dependent manner, specifically ribonucleotide reductase subunit *RNR3* and ribonucleotide reductase inhibitor *HUG1* (57, 58). However, we found that the C. glabrata genome did not contain direct orthologs of either S. cerevisiae *RNR3* (*ScRNR3*) or *ScHUG1*. This prompted us to compare DNA damage-induced transcriptional changes of genes that had a direct ortholog in the other species (∼73% of all S. cerevisiae genes) to those that lacked such orthologs. 

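RNR3 (YIL066C, chromosome IX of R64, 238099 to 240708, minus strand) encodes a large subunit of ribonucleotide reductase. Its level rose from 10.6 ± 1.65 CPM without MMS (SD, n = 2) to 69.9 ± 0.823 with MMS (SD, n = 3), a log2 change of 2.72 (standard error 0.10, adjusted p = 9.77e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). HUG1 (YML058W-A, chromosome XIII, 158760 to 158966, plus strand) went from 7.69 ± 2.48 (SD, n = 2) to 29.7 ± 3.09 (SD, n = 3), a log2 change of 1.95 (standard error 0.20, adjusted p = 4.28e-05, same test of edgeR). With each library left out in turn the change stayed between 2.57 and 2.89 for RNR3 and between 1.65 and 2.32 for HUG1. In a list of 16 genes drawn up as induced by DNA damage, all 16 rose in S. cerevisiae, from 0.34 (RNR2) to 2.90 (DDI1), with a median of 1.41. The list includes CHK1, MEK1 and RAD53, whose rise the paper reports from these same libraries, so it is not an independent check for them. The paper describes MEK1 as meiosis specific in S. cerevisiae. Its rise did not pass the threshold with DESeq2 (0.57) or without MMS replicate 3 (0.53). The 12 of the 16 that Data Set S1 pairs with a C. glabrata gene rose there as well, from 0.80 (RAD53) to 4.16 (MAG1). Of the remaining 4, the paper states that RNR3 and HUG1 have no direct ortholog in C. glabrata; the other 2 are not paired in the part of Data Set S1 used here, which holds the pairs with the largest rise in C. glabrata and the pairs that differ by at least 2 between the species.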

The S. cerevisiae-C. glabrata ortholog information was obtained from the *Saccharomyces* Genome Database (www.yeastgenome.org) and the *Candida* Genome Database (www.candidagenome.org). Interestingly, we found that in both S. cerevisiae and C. glabrata, genes that lacked a direct ortholog in the other species were significantly more likely to be induced by DNA damage than genes that did have an ortholog (Fig. 5C). To probe this phenomenon further, we focused on the genes in C. glabrata that according to www.candidagenome.org did not have a direct ortholog in S. cerevisiae. These genes generally could be subdivided into two categories: those that had homologs in S. cerevisiae and those for which BLAST searches had revealed no homologs in S. cerevisiae (Data Set S1). Interestingly, we found that both groups tended to be significantly more induced by MMS than genes with direct orthologs in S. cerevisiae (Fig. 5D). In particular, we identified 28 C. glabrata genes lacking identifiable S. cerevisiae homologs that were at least twofold downregulated by MMS and 77 such genes that were at least twofold upregulated by MMS (Data Set S1). These results suggested that the transcriptional response to DNA damage has been diverging in S. cerevisiae and C. glabrata during evolution, consistent with other evidence of transcriptional rewiring.

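Data Set S1 lists 218 C. glabrata genes with no homolog in S. cerevisiae of which 191 were tested, and a second list of genes with a homolog but no direct ortholog, of which 222 were tested. Genes without homologs changed by 0.79 on average (log2, SD across genes 1.68), against -0.09 (SD 1.74) in the 4827 genes on neither list, a difference of 0.883. Genes with homologs only changed by 0.69 (SD 1.93), a difference of 0.786. Genes are not independent replicates, so the difference was tested with camera, which estimates the correlation between genes; the Benjamini-Hochberg adjusted p was 0.0186 for genes without homologs and 0.0238 for genes with homologs only. Permuting genes gave p = 1e-05 for both, the smallest that 100000 permutations can give. Both calls held with the preset correlation and under fry. With library totals alone the differences were 0.880 and 0.786, but the adjusted p from camera rose to 0.336 for both, the alternative that moved them most.

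The listed genes are expressed at lower levels than the rest: the median average log2 CPM was 3.62 for genes without homologs and 6.09 for genes with homologs only, against 6.54. Random lists of the same size matched on mean expression had a mean log2 change of 0.20 (95% of lists between 0.02 and 0.38) for the first list and -0.02 (-0.23 to 0.20) for the second. In neither case did any of 10000 matched lists reach the observed mean. Without the third untreated library the adjusted p for genes with homologs only was 0.0577 (camera, Benjamini-Hochberg), so that call rests in part on this library. The paper, which compared genes with an unpaired t test (Fig. 5D), states that both groups were induced more than genes with direct orthologs.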

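Of the 191 tested genes without homologs, 73 rose (38.2%) and 23 fell (12.0%) by at least 1 on the log2 scale, against 23.1% and 25.8% of the genes on neither list. An adjusted p under 0.05 was reached by all 73 and by 22 of the 23 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). At any size of change, 115 rose and 44 fell, and the total of 159 was the same adjusted over the list alone. DESeq2, the tool the authors used, gave 80 up and 28 down. The filter on low counts matters for this list: requiring a mean count of at least 50 left 52 up and 15 down, and library totals alone gave 108 up and 11 down. With each library left out in turn, between 73 and 77 rose and between 21 and 27 fell. The paper proposes from this group and from the genes lacking orthologs that the transcriptional response to DNA damage has been diverging between the species.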

Finally, we asked whether genes lost from several *Hanseniaspora* yeast lineages, which are enriched for those involved in various genome integrity maintenance functions (1), tend to show divergent transcriptional responses to MMS in S. cerevisiae and C. glabrata. We sourced the list of 950 genes lost from at least one *Hanseniaspora* lineage from reference 1 and examined their responses to MMS in S. cerevisiae and C. glabrata (Data Set S1) . Taken as a whole, these genes showed a robust correlation between the two yeasts (Fig. S5B), although not as strong as the one between the entire sets of orthologous genes (Fig. 5B). We also identified 131 genes lost from *Hanseniaspora* that are known to be involved in various aspects of chromosome maintenance (predominantly chromosome segregation, cell cycle regulation, and DNA repair). 

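Data Set S1 marks 132 genes lost from Hanseniaspora as acting in chromosome maintenance and prints the ratio of each gene in both species, but not the C. glabrata identifier. Its pair sheets name the C. glabrata gene for 63 of them. Across these 63 pairs the recomputed log2 changes in the 2 species had a Pearson r of 0.12 (permutation test, two-sided, p = 0.361) and a Spearman rho of 0.11 (p = 0.411, permutation test). Without the 2 genes farthest from the S. cerevisiae median, r was 0.12. The values are across genes, which are not independent replicates. The 63 pairs are not an even sample: 55 rose in C. glabrata, and 15 differ by at least 2 on the log2 scale between the species, because the sheets were sorted or selected on these values.

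In an alternative chosen after seeing the data, and against the plan for this comparison, the other genes were linked by matching the printed C. glabrata ratio to the recomputed ratios within 1e-05. The match was unique for 131 of the 132 genes. All 63 genes that the pair sheets name were linked to the gene named there. The remaining gene of the 132 was not linked by its ratio alone, so its link is no check of the match. Of the 67 pairs added, 21 rose in C. glabrata and 0 differed by at least 2. Across all 130 pairs with both genes tested, r was 0.30 (95% bootstrap interval 0.12 to 0.46; permutation test, two-sided, p = 0.00061) and rho was 0.23 (p = 0.00851, permutation test). Without the 2 farthest genes r was 0.25. Both species changed in the same direction in 77 pairs. Among pairs with an adjusted p under 0.05 in both species, 50 moved the same way and 31 in opposite ways (edgeR's quasi-likelihood test).

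**Figure D1:**
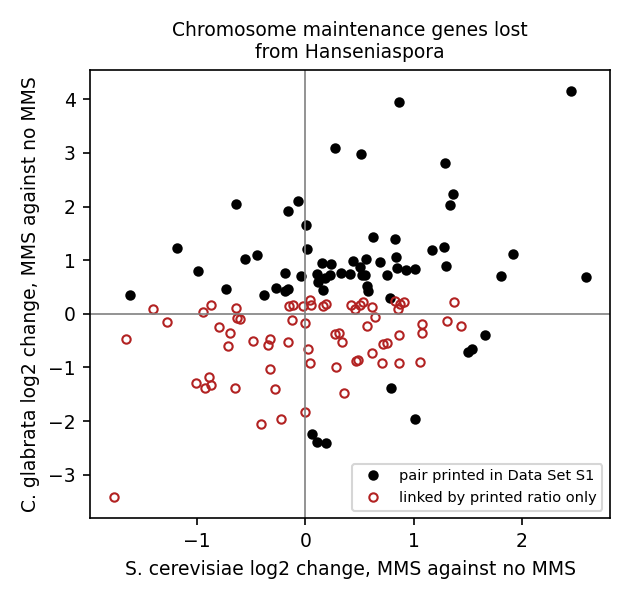
Log2 change with MMS in S. cerevisiae (x axis) and C. glabrata (y axis) of 130 chromosome maintenance genes lost from Hanseniaspora, 1 point per gene pair. Filled points are the 63 pairs printed in Data Set S1, of which 55 lie above 0 in C. glabrata; open points are the 67 pairs linked by their printed ratio, of which 21 do.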

Interestingly, the correlation between their transcriptional responses to MMS in S. cerevisiae and C. glabrata was virtually abolished (Fig. S5B), showing that these genes, which are under relaxed selection in yeast (1), also may not show conserved transcriptional regulation by DNA damage.

### DNA damage differentially regulates the expression of proliferating cell nuclear antigen (PCNA) in C. glabrata and S. cerevisiae.

As is evident from Fig. 5A, a number of genes were differentially regulated in S. cerevisiae and C. glabrata. We defined “differential regulation” as a difference of at least 2 log units, or fourfold, in expression change. For instance, by this criterion, a gene whose expression was unchanged by MMS in S. cerevisiae would be considered differentially regulated in C. glabrata if its expression was induced or repressed at least fourfold in that organism. 

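Data Set S1 lists 332 ortholog pairs as higher and 190 as lower in C. glabrata by this criterion. Of these, 327 and 186 had enough counts in both species for the interaction fit over all 11 libraries. The recomputed difference, C. glabrata minus S. cerevisiae, was at least 2 on the log2 scale in 313 of the 327 and lay at -2 or below in all 186, a total of 499. The rest were close to the limit, since the lowest difference among the 327 was 1.97. The difference itself passed an adjusted p of 0.05 in 325 and 186 pairs (edgeR's quasi-likelihood interaction test with Benjamini-Hochberg adjustment). As the pairs were chosen on these same libraries, these calls are not independent evidence. DESeq2 put 512 pairs past the limit and library totals alone 441, the alternative that moved the count most. Among pairs listed as higher, 128 fell in S. cerevisiae and rose in C. glabrata, and 110 rose in both. Among pairs listed as lower, 112 rose in S. cerevisiae and fell in C. glabrata, and 42 fell in both.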

Genes that were upregulated by MMS in C. glabrata relative to S. cerevisiae were enriched for sulfate assimilation (likely in response to MMS), certain types of amino acid metabolism, and meiosis, whereas genes that were downregulated by MMS in C. glabrata relative to S. cerevisiae were enriched for nucleotide/nucleoside metabolism (Fig. S6B).

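In S. cerevisiae 10 of 16 sulfate assimilation genes tested fell and 1 rose, with a median log2 change of -0.97, from -2.30 (MET5) to 2.91 (STR3). Of the 12 paired with a C. glabrata gene in Data Set S1, 11 rose in C. glabrata, and for 10 the log2 change was higher in C. glabrata than in S. cerevisiae in the interaction test. These pairs were printed for a rise in C. glabrata or a difference between the species, so the counts do not describe the whole list. MET8 (CAGL0K06677g) fell by 1.90 in S. cerevisiae and rose by 4.62 in C. glabrata, a difference of 6.52 (standard error 0.26, adjusted p = 5.82e-10, edgeR's quasi-likelihood interaction test with Benjamini-Hochberg adjustment). MET14 (CAGL0L02321g), named after its values were seen, fell by 2.19 in S. cerevisiae and rose by 1.95 in C. glabrata. Of 34 nucleotide metabolism genes tested in S. cerevisiae, 24 fell and 8 rose (median -1.31), from -5.45 (URA7) to 2.68 (ADE17). All 7 nucleotide metabolism pairs printed come from the sheet of pairs lower in C. glabrata, and all 7 fell there, from -5.56 (HPT1, CAGL0F02563g) to -1.06 (ADE1). ADE2 (CAGL0K10340g), also named after its values were seen, rose by 1.94 in S. cerevisiae and fell by 1.75 in C. glabrata. Adjusted over the list alone, the counts of S. cerevisiae genes called did not change for either list. With the correlation between genes estimated, camera gave an adjusted p of 0.576 for sulfate assimilation and 0.137 for nucleotide metabolism in S. cerevisiae (Benjamini-Hochberg); both lists passed under the preset correlation and under fry.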

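Fig. 6A shows 39 genes of DNA metabolism and genome stability with a difference between the species of at least 2 on the log2 scale. All 39 differences passed an adjusted p of 0.05, and recomputed they lay past 2 for 38 of them; HOP2 was at 1.99 (edgeR's quasi-likelihood interaction test with Benjamini-Hochberg adjustment). These genes were chosen on the same libraries, so the calls are not independent evidence. In the panel of 17 genes higher in C. glabrata, 16 rose in C. glabrata and HOP2 (CAGL0A01606g) did not change detectably (0.09, standard error 0.13). In S. cerevisiae 8 of the 17 fell, 6 rose and 3 were not called. LYS20 (CAGL0J06402g) rose most in C. glabrata, by 6.95 (standard error 0.41), against 1.54 in S. cerevisiae, where it shares 95.3% of 1161 aligned bases with LYS21. MSH4 (CAGL0F02167g) rose by 3.89 in C. glabrata and was not called in S. cerevisiae (0.18), and REV1 (CAGL0E05588g) rose by 2.74 in C. glabrata and fell by 1.01 in S. cerevisiae. In the panel of 22 genes lower in C. glabrata, all 22 fell in C. glabrata, while in S. cerevisiae 15 rose, 2 fell (CDC6 and HHT2) and 5 were not called (MEI5, RAD27, POL4, CHZ1 and WIP1). HHT2 (CAGL0M06655g) fell by 4.66 in C. glabrata and by 1.13 in S. cerevisiae, where its copy HHT1 is 93.6% identical. CTF19, which rose by 0.79 in S. cerevisiae, overlaps another gene there.

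Scaling by library totals moved some of these directions. In S. cerevisiae the changes of IES6, BUB3 and CHL1 became rises past the threshold and that of RED1 lay at 0.02, and in C. glabrata RMR1 became a rise and CTF13 lay at 0.08. Of the 22 genes lower in C. glabrata, 19 then rose in S. cerevisiae and 19 fell in C. glabrata. The count of genes rising in S. cerevisiae and falling in C. glabrata was 15 with TMM, RLE and DESeq2 factors, 17 with upper-quartile factors and 16 with library totals.

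**Figure D2:**
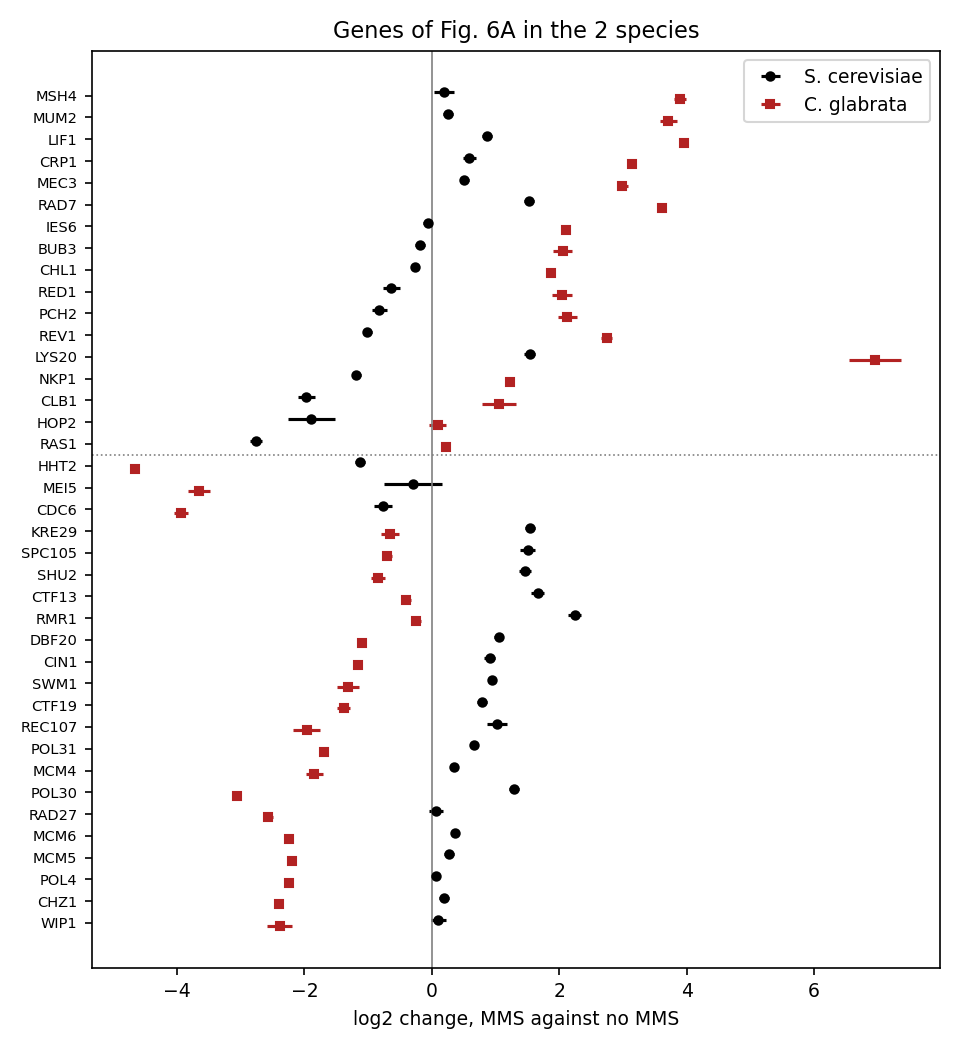
Log2 change with MMS of the 39 genes of Fig. 6A in S. cerevisiae (circles) and C. glabrata (squares), relative to the other genes of each species. Bars are standard errors, which can be too small for genes of few counts. The dotted line separates the 17 genes higher in C. glabrata from the 22 lower. All 22 squares under the line lie below 0, from -4.66 (HHT2) to -0.24 (RMR1); with library totals CTF13 and RMR1 move above 0.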

We were particularly interested in differentially regulated genes involved in DNA metabolism and genome stability and identified 17 such genes that were upregulated in C. glabrata relative to S. cerevisiae and 22 such genes that were downregulated in C. glabrata relative to S. cerevisiae (Fig. 6A). 

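CDC6 (YJL194W; CAGL0K00605g in C. glabrata) went from 65.0 ± 4.27 to 4.28 ± 0.915 CPM in C. glabrata (SD, n = 3 each), a log2 change of -3.94, and fell by 0.76 in S. cerevisiae. The difference of -3.17 (standard error 0.21) had an adjusted p of 1.62e-08 (edgeR's quasi-likelihood interaction test with Benjamini-Hochberg adjustment). POL31 (YJR006W; CAGL0B03707g) rose by 0.66 in S. cerevisiae and fell by 1.70 in C. glabrata. RAD27 (YKL113C; CAGL0K11506g) fell by 2.57 in C. glabrata, and its change of 0.06 in S. cerevisiae (standard error 0.10) was within the spread between replicates. Under upper-quartile factors and under library totals RAD27 passed the threshold as a rise in S. cerevisiae, at 0.25 and 0.72, and CDC6 no longer passed it under library totals (-0.11).

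Among the MCM subunits, MCM4 (CAGL0K02431g), MCM5 (CAGL0F04939g) and MCM6 (CAGL0J06424g) rose by 0.35, 0.27 and 0.37 in S. cerevisiae and fell by 1.84, 2.20 and 2.24 in C. glabrata. The smallest of these 3 differences between species, for MCM4, was -2.20 (standard error 0.15, adjusted p = 3.65e-08, same interaction test of edgeR). Without the first untreated library the rise of MCM5 in S. cerevisiae was 0.19 and no longer passed the threshold. The other 3 subunits fell in S. cerevisiae: MCM2 by 0.70, MCM3 by 0.82 and MCM7 by 1.45. Their C. glabrata genes are not analysed here, since the pair sheets used do not name them. Under library totals, MCM2 (-0.05) and MCM3 (-0.17) no longer passed the threshold.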

Interestingly, the latter set contained a number of genes involved in the initiation and progression of DNA replication, including PCNA (*POL30*), a subunit of the prereplicative complex (*CDC6*), several subunits of the MCM (minichromosome maintenance protein complex) replicative helicase, a subunit of DNA polymerase delta (*POL31*), and Okazaki fragment processing exonuclease (*RAD27*). Several of these factors also play key roles in maintaining the stability of DNA replication forks in the presence of DNA damage, most notably PCNA, which mediates multiple interactions between the replisome and various DNA repair complexes (59, 60). 

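POL30 encodes PCNA, the sliding clamp that holds DNA polymerases on the template. In S. cerevisiae it is YBR088C, on chromosome II of R64 from 424990 to 425766 on the minus strand, with 1 exon and no overlapping annotated gene; in C. glabrata it is CAGL0D01716g. Its level in S. cerevisiae was 176 ± 16.3 CPM without MMS (SD, n = 2) and 429 ± 3.50 with MMS (SD, n = 3). The log2 change was 1.29 (standard error 0.08, adjusted p = 1.67e-06, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In C. glabrata the level was 285 ± 8.32 without MMS and 34.1 ± 2.10 with MMS (SD, n = 3 each), a log2 change of -3.06 (standard error 0.05, adjusted p = 3.23e-15, same edgeR test). The 2 responses differed by -4.35 (standard error 0.10, adjusted p = 1.80e-12, edgeR's quasi-likelihood interaction test).

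Library totals moved both changes most, to 1.94 in S. cerevisiae and -2.58 in C. glabrata, and left the difference at -4.52. With each library left out in turn the change lay between 1.20 and 1.39 in S. cerevisiae and between -3.10 and -3.03 in C. glabrata. The paper's printed log2 ratios for POL30 are 1.25 in S. cerevisiae and -3.08 in C. glabrata.

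**Figure D3:**
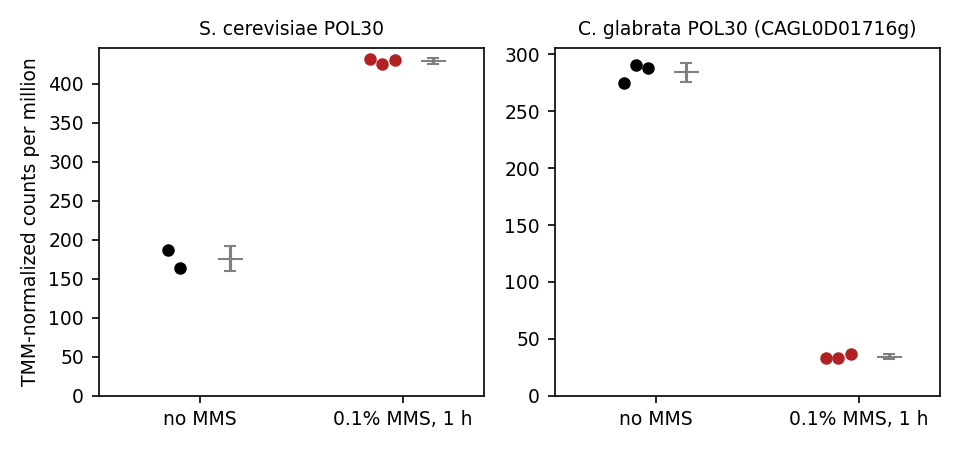
TMM-normalized CPM of POL30 in each library of S. cerevisiae (left) and C. glabrata (right), without MMS and after 1 h in 0.1% MMS; gray marks are the mean and SD. The MMS libraries lie above both untreated libraries in S. cerevisiae (mean 429 against 176) and below all 3 in C. glabrata (34.1 against 285).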

*POL30* transcript abundance was induced over twofold by MMS in S. cerevisiae, consistent with other studies (38, 43), but repressed by over eightfold in C. glabrata (Data Set S1). Because a decrease in PCNA abundance is expected to drastically affect the stability of DNA of the replisome, especially in the presence of DNA damage, we sought to confirm that PCNA expression was affected not only at the mRNA level but also at the protein level. Indeed, we found that upon MMS treatment, PCNA abundance increased in S. cerevisiae but decreased in C. glabrata, consistent with RNAseq results (Fig. 6B and C). Together, these results showed that several genes with key roles in maintaining replication fork integrity, including PCNA, are upregulated in S. cerevisiae but downregulated in C. glabrata in response to DNA damage, with likely profound implications on genome stability.

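Of the replication genes of Fig. 6A, opposite changes with calls in both species were found for POL30, POL31, MCM4, MCM5 and MCM6. RAD27 fell in C. glabrata without a detectable change in S. cerevisiae, and CDC6 fell in both. The paper reasons from the genes of Fig. 6A, the opposite POL30 responses and the PCNA protein levels (Fig. 6B and C) that several genes with key roles at the replication fork are raised in S. cerevisiae and lowered in C. glabrata after DNA damage. The protein measurements are not analysed here.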

**FIG 6:**
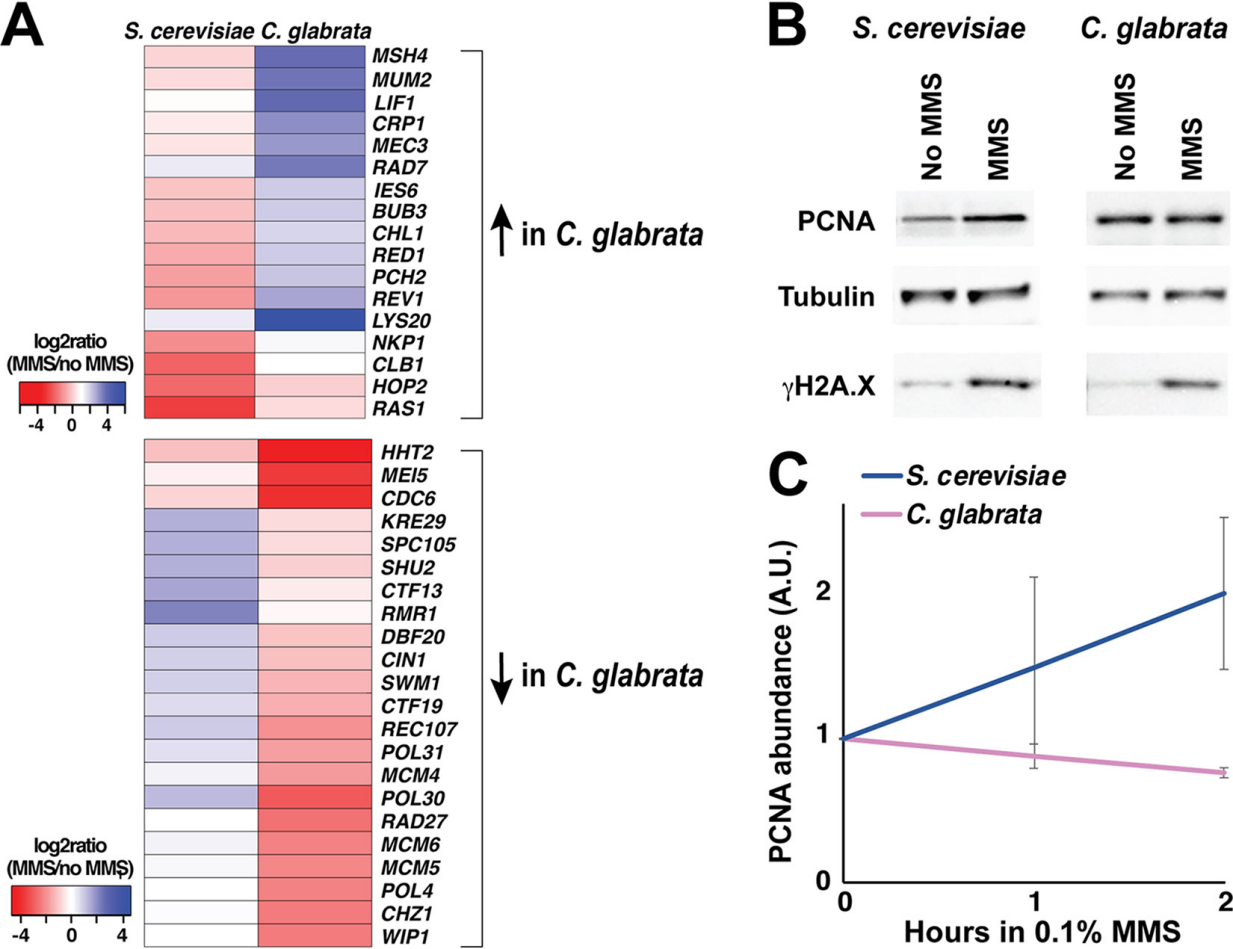
Expression of PCNA is upregulated by DNA damage in S. cerevisiae but downregulated in C. glabrata. (A) Heatmaps of genes involved in maintenance of genome stability and differentially regulated by DNA damage in S. cerevisiae and C. glabrata. (B) PCNA protein levels increase in response to DNA damage in S. cerevisiae but not in C. glabrata. Cells were treated by 0.1% MMS by 2 h and then harvested for total cell lysates and Western blotting. Tubulin, alpha-tubulin. (C) Quantification of Western blot data from at least three biological replicates (Image J). For every condition, PCNA abundance (in arbitrary units [A.U.]) was normalized to that of alpha-tubulin.

## DISCUSSION

Our study presents the first examination of the DNA damage checkpoint in the opportunistic fungal pathogen C. glabrata. Although C. glabrata is closely related to S. cerevisiae, we found a number of important differences between the DNA damage responses of the two organisms. Unlike S. cerevisiae, C. glabrata did not induce Rad53 phosphorylation or accumulate in S phase upon DNA damage, indicating reduced activation of DNA replication checkpoints. Consistent with attenuated checkpoint signaling, C. glabrata exhibited higher lethality in the presence of DNA damage, and time-lapse microscopy detected evidence of aberrant mitoses under these conditions. Finally, we obtained evidence of diverged transcriptional responses to DNA damage in C. glabrata and S. cerevisiae, including differential regulation of some key protectors of replication integrity, such as PCNA. Together, these results reveal a new variation in eukaryotic DNA damage responses and expand our understanding of factors influencing fungal genetic stability, evolution, and emergence of antifungal drug resistance.

Mechanistic studies in S. cerevisiae have shown that upon DNA damage or replication fork stalling, Rad53 is recruited by adaptor proteins (Rad9 or Mrc1) to activated DNA damage sensor kinases (Mec1/Tel1), which phosphorylate Rad53 at both canonical (S/TQ) and noncanonical sites (35, 61, 62). According to current models, phosphorylated Rad53 accumulates at the sites of DNA damage, further extensively autophosphorylates in *trans*, and then diffuses away to phosphorylate multiple downstream targets (36, 38, 39, 63–66). Interestingly, we found most S/TQ sites are conserved between ScRad53 and CgRad53, suggesting that Mec1/Tel1 phosphorylation of CgRad53 probably occurs and plays an important role. Another piece of evidence suggesting that Mec1 is likely active in C. glabrata is the observed extensive DNA damage-induced phosphorylation of histone H2A-Ser129 (γH2A.X), which is phosphorylated by Mec1 at the sites of damage (67, 68). In contrast, a number of ScRad53 autophosphorylation sites are not conserved in CgRad53. Thus, it is possible that the initial Mec1-catalyzed phosphorylation of Rad53 takes place in C. glabrata but that it does not lead to the same type of autophosphorylation and activation of this effector kinase and consequently does not trigger the same degree of checkpoint activation.

We observed DNA damage-triggered induction or repression of most C. glabrata genes whose S. cerevisiae orthologs are dependent on Rad53, suggesting that these C. glabrata genes are still under checkpoint control. However, a lack of CgRad53 DNA damage-induced phosphorylation suggests that in C. glabrata these genes may not be regulated by Rad53. Indeed, Rad53/CHK2 is not the only DNA damage checkpoint effector kinase in eukaryotic cells. Chk1 (CHK1 in higher eukaryotes) is another serine/threonine effector kinase, which although it plays a minor role in S. cerevisiae, has an important role in the DNA damage and replication checkpoint responses of higher eukaryotes and S. pombe (69). Another effector kinase expressed by yeast cells is Mek1 (meiotic effector kinase), which in S. cerevisiae is meiosis specific and involved in sensing the number of double-strand breaks (DSBs), channeling their repair to promote the appropriate level and distribution of crossovers between homologous chromosomes, and delaying entry into meiosis I until DSB repair has been completed (70). Interestingly, and possibly relatedly, we have detected an upregulation of meiosis and sporulation genes upon DNA damage in C. glabrata. This observation is intriguing because mating and sporulation have not been detected in C. glabrata, although genomic studies suggest that they do happen, albeit extremely rarely (11, 71). Also, interestingly, both CHK1 and MEK1 are transcriptionally upregulated more strongly in C. glabrata than in S. cerevisiae by DNA damage, whereas *RAD53* is similarly and very moderately upregulated in both (see Data Set S1 in the supplemental material). 

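CHK1 (YBR274W; CAGL0I09504g) rose by 0.50 in S. cerevisiae (standard error 0.08) and by 1.23 in C. glabrata (standard error 0.07). The difference of 0.73 (standard error 0.10) had an adjusted p of 2.46e-05 (edgeR's quasi-likelihood interaction test with Benjamini-Hochberg adjustment). MEK1 (YOR351C; CAGL0D02244g) was expressed at low levels, 2.53 ± 0.0506 CPM without MMS (SD, n = 2) and 3.87 ± 0.480 with MMS (SD, n = 3) in S. cerevisiae, and 1.82 ± 0.320 and 3.97 ± 1.05 in C. glabrata (SD, n = 3 each). It rose by 0.61 (standard error 0.20) and 1.11 (standard error 0.26). The rise in S. cerevisiae had an adjusted p of 0.0225 (edgeR's quasi-likelihood test) and no longer passed the threshold without the first (0.63) or second (0.59) untreated library, without MMS replicate 2 (0.61) or 3 (0.53), or with DESeq2 (0.57). Without MMS replicate 1 it passed (0.70). The difference of 0.50 (standard error 0.35) was not larger than its error allows (adjusted p = 0.200, same edgeR interaction test). Without the second C. glabrata MMS library it was 0.70, with an adjusted p of 0.0457 (same test). RAD53 (YPL153C; CAGL0M02233g) rose by 0.91 in S. cerevisiae and 0.80 in C. glabrata, and the difference of -0.11 (standard error 0.12) had an adjusted p of 0.393 in the same edgeR test.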

Any possible roles of Chk1 and Mek1 effector kinases in the DNA damage response of C. glabrata will be elucidated in further studies.

In S. cerevisiae, Rad53 is phosphorylated not only by DNA damage sensor kinases Mec1 and Tel1 but also by two cell cycle regulators, cyclin-dependent kinase Cdc28/Cdk1 and Polo-like kinase Cdc5, which phosphorylate ScRad53 at three proline-directed sites (Ser175, Ser375, and Ser774) (51, 52). Interestingly, we found that none of these three phospho-acceptor amino acids are conserved in CgRad53. This lack of conservation is difficult to interpret at present, however, because the role of this phosphorylation in S. cerevisiae is still unclear. On the one hand, alanine substitution mutations at these sites do not cause defects in DNA damage-induced Rad53 phosphorylation or DNA damage sensitivity (51, 52); on the other, phosphorylation of all three of these residues is induced by MMS (35, 62). These alanine substitutions have a few reported phenotypes, including accelerated cellular recovery from a persistent DNA damage checkpoint signal (52) and defects in cell wall integrity (51). The latter may be important in C. glabrata, as its cell wall is the principal mediator of its interaction with the host and a target of antifungal drugs (72, 73). Interestingly, a role of checkpoint proteins in morphogenesis and cell wall integrity has been reported in S. cerevisiae (74). Thus, it will be of interest to examine the role these factors play in cell wall maintenance, drug resistance, and virulence in C. glabrata.

Our transcriptome analysis identified a number of genes involved in maintaining genome stability differentially regulated in S. cerevisiae and C. glabrata. In this study, we focused on PCNA for a number of reasons. First, its transcription was strongly differentially affected by MMS, being induced by over twofold in S. cerevisiae and repressed by over eightfold in C. glabrata. The induction of PCNA expression by DNA damage in S. cerevisiae, which has been reported before and shown to be dependent on ScRad53 (38), is not surprising. Whereas PCNA was originally defined as the processivity factor for DNA polymerases, it is now known to regulate virtually every aspect of chromosomal maintenance, including DNA replication, recombination, repair, and chromatin structure (reviewed in references 59 and 60). *POL30* is an essential gene in S. cerevisiae, but a number of mutant alleles have been generated and shown to exhibit aberrant DNA damage repair and elevated rates of mutation and recombination, among other defects (75–78). A “Decreased Abundance by mRNA Perturbation” (DAmP) *POL30* allele has also been generated, and while its phenotype with respect to genome stability has not been described, large-scale genetic analyses suggest that it behaves similarly to null mutants in nonessential DNA replication genes, such as *RAD27*, *POL32*, and *ELG1* (79). Further studies are necessary to understand why C. glabrata suppresses PCNA expression at a time when it appears to be especially critical for repair of DNA damage and preventing mutagenesis and genomic instability. We also note that it is possible that some PCNA protein abundance differences between C. glabrata and S. cerevisiae at 2 h of MMS exposure (Fig. 6B and C) are due to indirect effects, such as cell cycle differences (Fig. 3). However, PCNA mRNA abundance was also strongly increased in S. cerevisiae but decreased in C. glabrata in cells harvested 1 h after MMS exposure (see, e.g., Fig. 5 legend or Materials and Methods), at which point there were no cell cycle differences between the two yeasts, as both organisms were still predominantly in G_1_ (Fig. 3). Thus, it is likely that the primary reason for the difference in PCNA abundance under these conditions between C. glabrata and S. cerevisiae is alternative transcriptional regulation by DNA damage, with cell cycle differences possibly being a contributing factor.

Both pathogenic and nonpathogenic fungi are characterized by extensive genetic diversity and ability to adapt to new environments (80, 81). In fungal species that can associate with humans, this adaptability is important for microevolution within the host and can translate into the development of drug-resistant infections (5, 8, 82, 83). Evolution of drug resistance in fungal pathogens can be facilitated by acquisition of mutator phenotypes, e.g., due to loss-of-function mutations in DNA mismatch repair genes, as has been observed in clinical *Cryptococcus* and C. glabrata strains (84–86). In diploid or polyploid fungi, such as C. albicans and C. neoformans, environmental stress associated with passage through a mammalian host or antifungal drug exposure leads to increased genetic instability, most notably aneuploidies and loss of heterozygosity (LOH) (3, 4, 7). Because C. glabrata is haploid, it cannot avail itself of these mechanisms. Furthermore, C. glabrata appears to propagate almost exclusively clonally, so it also cannot use meiotic recombination to promote genetic diversity. Yet, C. glabrata genome analyses indicate the occurrence of frequent chromosomal rearrangements (11–13, 24), and our study suggests that these rearrangements may be facilitated by a “lax” DNA damage checkpoint mechanism. C. glabrata is the first obligate haploid commensal/pathogenic fungus whose checkpoint activity has been examined. Thus, it will be of interest to examine whether other haploid fungi, for example Candida auris, which is likewise characterized by extensive genetic variability and high prevalence of antifungal drug resistance (10), may also have a noncanonical DNA damage checkpoint. Finally, although such noncanonical checkpoint mechanisms may facilitate genome instability and emergence of drug-resistant strains, they may also present an exploitable therapeutic opportunity to selectively target checkpoint-deficient cells. For instance, strategies are being evaluated for treating checkpoint-deficient human cancers where it may be possible to inhibit CHK1 in CHK2-deficient cancers or vice versa (87). It would be of interest to investigate similar approaches in fungi, especially those with noncanonical checkpoint responses.

## MATERIALS AND METHODS

### Yeast strain growth and handling.

Common C. glabrata reference strain ATCC 2001 (also known as CBS138) and S. cerevisiae strain W4069-4C (*MAT***a**, W303 genetic background, gift of the Rothstein lab) were used for all experiments. Cells were cultured in standard rich medium (yeast extract-peptone-dextrose [YPD]). S. cerevisiae cells were grown at 30°C and C. glabrata cells were grown at 37°C, which are the optimal growth temperatures for these organisms. To rule out the effects of temperature on cell cycle progression in the presence of DNA damage, we performed this experiment with C. glabrata both at 37°C and 30°C and observed no differences (Fig. 3; see also Fig. S4 in the supplemental material).

### Western blotting.

Whole-cell lysates were prepared by trichloroacetic acid (TCA) precipitation. Briefly, cell pellets were resuspended in 20% TCA, broken by bead beating, and washed twice with 5% TCA, and then proteins were pelleted and resuspended in sodium dodecyl sulfate-polyacrylamide gel electrophoresis (SDS-PAGE) loading buffer. Samples were incubated at 95°C for 5 min and centrifuged prior to loading on acrylamide gels; 8% gels were used to detect Rad53 and 12% gels were used to detect histone H2A, α-tubulin, and PCNA. The following antibodies were obtained commercially: anti-ScRad53 (Abcam ab150018), anti-H2A (Active Motif catalog no. 39945), anti-γH2A.X (Abcam ab15083), anti-PCNA (Abcam ab221196), and anti-α-tubulin (ThermoFisher Scientific catalog no. MA1-80189). Rabbit antibodies against an N-terminal peptide ( IPIKDMEVDVEQIA) and a C-terminal peptide ( GIPNEERSVTSQTE) of CgRad53 were raised by GenScript (GenScript USA Inc., Piscataway, NJ). To help detect CgRad53 by Western blotting, C. glabrata *RAD53* open reading frame (ORF) was subcloned into plasmid pCN-EGD2 (obtained from Addgene) downstream of the weak *EGD2* promoter (48). Cells carrying the resulting plasmid were processed for Western blotting as described above.

### Rad53 phosphorylation analysis by MS.

Rad53 was immunoprecipitated from S. cerevisiae and C. glabrata total cell lysates using the anti-Rad53 antibodies described in the previous section and protein A magnetic beads (New England Biolabs). The immunoprecipitated samples were run on 8% acrylamide gels, stained with GelCode Blue reagent (ThermoFisher Scientific), whereupon an area of roughly 1 cm × 1 cm around the Rad53 band was excised and sent for MS analysis at the Georgetown University Proteomics Shared Resource facility (https://lombardi.georgetown.edu/research/sharedresources/pmsr/proteomics), where the samples were destained and subjected to in-gel proteolytic digestion with trypsin/Lys-C mixture (Promega). The digests were extracted, analyzed by nanoscale ultraperformance liquid chromatography coupled to tandem mass spectrometry (nanoUPLC-MS/MS) using the TripleTOF 6600 mass spectrometer, and mass spectra were recorded with Analyst TF 1.7 software. Data files were submitted for simultaneous searches using Protein Pilot version 5.0 software (Sciex) utilizing the Paragon and Progroup algorithms and the integrated false discovery rate (FDR) analysis function. MS/MS data were searched against either ScRad53 or CgRad53 protein databases, as appropriate. Phosphorylation emphasis was chosen as a special factor. The proteins were inferred based on the ProGroup algorithm associated with the ProteinPilot software. The detected protein threshold in the software was set to the value that corresponded to 1% FDR. All peptides were filtered with confidence to 5% FDR, with the confidence of phosphorylation sites automatically calculated. The Georgetown University Proteomics Shared Resource facility then provided a list of recovered peptides, their intensities, and their posttranslational modifications to the investigators, who used it to calculate the relative abundance of phosphorylated peptides in every sample.

### Cell cycle analysis.

To synchronize S. cerevisiae and C. glabrata in the G_1_ phase of the cell cycle, exponentially growing YPD cultures were shifted to YP medium (no dextrose) and cultured for 18 h. At that point, cells were resuspended in YPD in the absence or presence of 0.03% MMS or 100 mM HU and cultured for another 6 h. Aliquots were fixed with 70% ethanol at every hour. Prior to analysis by flow cytometry, the samples were pelleted and resuspended in phosphate-buffered saline (PBS), sonicated, and treated with an RNase cocktail (Fisher Scientific). The cell counts in each sample were measured and adjusted to the same cell concentration, followed by addition of SYTOX Green (ThermoFisher Scientific) and flow cytometric analysis using the BD Fortessa instrument.

### Cell viability measurements.

To calculate the percentage of viable cells in cultures containing MMS, the drug was added to exponentially growing C. glabrata or S. cerevisiae cultures at desired concentrations. At various time points thereafter, aliquots were removed, cells were counted using hemocytometer slides, and plated on drug-free YPD plates. Percentage viability was calculated based on the observed numbers of colonies relative to the corresponding cell counts.

### Fluorescence microscopy.

The NLS-RFP construct was subcloned from plasmid pML85 (gift of Michael Lisby) into C. glabrata plasmid pMJ22 (88) (obtained from Addgene) using XhoI and NotI restriction sites. Slides for time-lapse microscopy were prepared by pipetting warm YPD containing 1% low-melting-point agarose (with or without 0.03% MMS) onto glass slides and letting it solidify, forming YPD-agarose pads. Exponentially growing C. glabrata cells carrying the NLS-RFP plasmid were pipetted onto the YPD-agarose pads, covered with coverslips, and sealed using Biotium coverslip sealant (Fisher Scientific). The cells were imaged at room temperature for 6 h at 10-min intervals using a Nikon Eclipse Ti2 inverted microscope and Hamamatsu ORCA-Flash4.0 camera and analyzed using NIS-Elements software.

### Transcriptome analysis.

Exponentially growing C. glabrata and S. cerevisiae cells were exposed to 0.1% MMS for 1 h, at which point cells were harvested and total RNA was extracted using the RNeasy kit (Qiagen). The RNA samples were sent to Genewiz (South Plainfield, NJ) for RNAseq. Three biological replicates for each condition were submitted, but one “S. cerevisiae no MMS” sample failed quality control and was not processed further. The RNAseq data were analyzed using Base pair software (Basepair, New York, NY) with a pipeline that included the following steps. Reads were aligned to the transcriptome derived from sacCer3 using STAR with default parameters. Read counts for each transcript was measured using featureCounts. Differentially expressed genes were determined using DESeq2, and a cutoff of 0.05for the adjusted *P* value (corrected for multiple hypotheses testing) was used for creating differentially expressed gene lists. GSEA was performed on normalized gene expression counts, using gene permutations for calculating *P* value. Raw RNAseq data files have been deposited at the Gene Expression Omnibus (accession no. GSE155701). The list of C. glabrata*-*S. cerevisiae direct orthologs was downloaded from http://www.candidagenome.org/download/homology/orthologs and supplemented by manual curation of C. glabrata genes using http://www.candidagenome.org. Gene Ontology (GO) analysis was performed using FungiFun (https://elbe.hki-jena.de/fungifun/) (89). Heatmaps were generated using R studio.

### Data availability.

All processed data are available as Data Set S1 in the supplemental material. Raw RNAseq data are available from the Gene Expression Omnibus (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE155701).

How the deposited data were processed for this re-analysis (not part of the article)

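RNA from exponentially growing S. cerevisiae and C. glabrata, untreated or after 1 h in 0.1% MMS, was measured in 11 libraries: 2 untreated and 3 MMS libraries of S. cerevisiae, and 3 of each in C. glabrata. The authors aligned the reads with STAR to a transcriptome, counted reads per transcript with featureCounts and deposited the raw counts of each library without pooling replicates. The features counted in C. glabrata carry identifiers of strain CBS138. Versions of these tools, the use of strand and the treatment of reads that match several genes are not given in the sources used here. The deposited FPKM values are those counts divided by feature length and library total, and were used only to recover feature lengths. The deposited TPM values, which rescale FPKM to a fixed sum per library, were read but entered no test.

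Each species was fitted on its own libraries, with no covariate, in R 4.3.3 with edgeR 4.0.16: TMM factors, the default filter on low counts (filterByExpr), and the robust quasi-likelihood test, with Benjamini-Hochberg adjustment and a threshold of 0.05. Levels are given as CPM, which are counts scaled by library total and TMM factor. Between 12438227 and 18355371 reads per library were counted on genes. At this depth the median standard error of a log2 change was 0.09 in S. cerevisiae and 0.06 in C. glabrata. For genes with few counts in a group, such as LSO1, the standard error can lie below the counting noise. Differences between species were tested as an interaction over all 11 libraries on 2179 gene pairs named in Data Set S1, keeping the factors of each species. Species, growth temperature and reference differ together, and only changes within a species enter this contrast. This does not exclude an effect of temperature on the response to MMS.

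Gene sets were tested with camera from limma 3.58.1, with the correlation between genes estimated. The preset correlation of 0.01 and fry were alternatives. The paper's Gene Ontology tool was not run. In its place 13 lists were used in S. cerevisiae: ribosomal proteins, ribosome biogenesis, proteasome, stress response, meiosis and sporulation, sulfate assimilation, nucleotide metabolism, G1/S and replication, MCM helicase, histones, G2/M, M/G1 and genes induced by DNA damage. Lists matched on mean expression were drawn 10000 times within 20 bins. Correlations and gene permutations used 100000 resamples (10000 for the correlations under each alternative).

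The tests, the gene lists, the alternatives and the rule for naming genes were fixed before the data were examined. The rule names each gene the paper names in its RNAseq text, the 39 genes of Fig. 6A, whose printed values had been seen, and per species the 5 largest rises and 5 largest falls. The last of these had to pass the threshold, have a mean count of at least 50, and have every MMS library on the same side of every untreated library. List members nearest the median, highest and lowest could be named as well. Alternatives were DESeq2 1.42.0, which the authors used, RLE and upper-quartile factors, library totals alone, no filter and a stricter filter (mean count of at least 50). Further ones were removal of S. cerevisiae genes that overlap another or have no coordinates, the replicate number as a block, each library left out in turn, and other thresholds, including a test against a fold change of 1.5. As a check of the counts, DESeq2 gave all 1996 log2 ratios of S. cerevisiae and all 1999 of C. glabrata that the copy of Data Set S1 used here prints, each within 0.001.

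The steps were tested on simulated counts with 200 changed genes. After a first single simulation had shown a larger share of false calls, the number was raised to 10, and the shares given are means over these. In S. cerevisiae, edgeR recovered 94.4% of the changed genes over 6720 genes, and 6.87% of its calls were false (3.61% to 13.2%). In S. cerevisiae DESeq2 had 12.2% false calls and the fit with the block 20.4%. In C. glabrata edgeR recovered 99.1% over 5240 genes, with 6.21% false calls, and the interaction test recovered 97.1% over 1498 pairs, with 6.60%. The shares of false calls of edgeR without the block and of the interaction test lie somewhat above the 5% aimed for. Those of DESeq2 and of the fit with the block in S. cerevisiae lie well above it. Of 200 lists without a shift in S. cerevisiae, camera called 0 under the estimated correlation and 0 under the preset correlation, and fry called 10. All 200 shifted lists were called by each test. The simulation had 200 changed genes, while 5427 of 6720 S. cerevisiae genes changed in the data. Correlations estimated within the 13 lists reached 0.837 (histones). The calls of simulated lists therefore do not show how often camera or fry would miss or wrongly call these lists.

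Data Set S1 was used in part. Its ortholog sheet holds the first 1995 of 4793 rows here, its sheet of genes lost from Hanseniaspora 230 of 949, and its sheets of pairs that differ are complete. For that reason no correlation over all orthologs was computed, and none of the 13 lists was put to a set test in C. glabrata, for which the plan required a reference that pairs all genes. The plan for the genes lost from Hanseniaspora was to take each C. glabrata gene from the pair sheets and never by its value. The link by printed ratio, and the list of genes without homologs with adhesins left out, were added after seeing the data. Coordinates come from the R64 assembly of S. cerevisiae, which matched 6048 of 7126 features by name. No C. glabrata genome was used here, so overlapping genes and positions are not analysed here for that species. Near-identical copies were searched with BLAST 2.17.0 for the genes named. Tables and figures were made with Python 3.11.15, pandas 2.3.3 and matplotlib 3.10.9.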

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

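In this part, both scaling tests of the opposite pairs, the scaling test of LSO1 and the comparison of DDI2 with DDI3 were chosen after the result was seen; the scaling test of POL30, the test of the G1/S list, and the tests of overlapping genes and of gene length were planned.

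POL30 stands out because its response differs between the species, by -4.35 on the log2 scale in the interaction test. The tables argue against scaling as the cause of its fall in C. glabrata, since the weakest value over RLE factors, upper-quartile factors and library totals was -2.58. Gene length also explains little of the changes, with a largest absolute Spearman rho of 0.0868 across genes. A different cell cycle distribution after MMS stays open as a candidate explanation. If fewer C. glabrata cells were in S phase, genes of the G1/S list would be lower together. Of the 17 members with a printed pair, 13 rose in C. glabrata and 4 fell. The 3 MCM pairs and the 1 histone pair printed all fell there. All these pairs were printed for their rise in C. glabrata or their difference between species. The test therefore decides nothing, and a cell cycle shift cannot be told apart from a change in regulation. A change in the regulation of POL30 itself is the biological hypothesis. Growth temperature and strain background differ with the species, and were not tested. For the C. glabrata libraries as a whole, 1 of 10 ways to divide the 6 libraries gave as many called genes (edgeR), and it was the real one. A share under 0.1 cannot be had with 3 libraries against 3, so this share cannot decide on chance. Log counts correlated at 0.994 or above within the C. glabrata groups and at most at 0.610 between them. The groups did not overlap in 91.5% of tested genes, against 10.0% by chance. These values argue against chance variation between libraries as the cause of the C. glabrata changes as a whole.

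Among the pairs that Data Set S1 lists as differing, 240 were called in both species with opposite signs, 128 rising and 112 falling in C. glabrata, and 74 of them changed by at least 1 on the log2 scale in each species. With library totals 171 of the 240 kept both calls and directions and 69 did not, against 239 with RLE factors and 221 with upper-quartile factors. Library totals move every gene of a species upward by about the same amount, so rises grow. Falls of about that size, or nearer to 0, can lose their call or their sign. For the 171 the TMM correction itself is excluded as the cause of the opposite signs, since they keep them without it. A scaling that shifts the changes downward was tried only as RLE factors, close to TMM. For the 69 nothing in the counts says which scaling is right, so scaling and a real opposite change cannot be told apart. The pairs were selected for their difference on the same libraries, so their number is no estimate for all orthologs, and no biological explanation was tested.

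GCV1 (CAGL0D04356g), named after its values were seen, has the largest difference among opposite pairs that changed by at least 1 on the log2 scale in both species, at -6.95 (standard error 0.13). It rose by 4.13 in S. cerevisiae and fell by 2.83 in C. glabrata. GCV2 (CAGL0L00429g), SHM2 (CAGL0F01749g) and MTD1 (CAGL0G02189g), which also act in glycine and one-carbon metabolism, moved in the same directions: 3.27, 1.52 and 2.03 in S. cerevisiae, and -2.45, -3.91 and -2.33 in C. glabrata. MIS1 (CAGL0M01694g), of the same metabolism, moved the other way, with -3.55 in S. cerevisiae and 0.35 in C. glabrata. These genes were picked by hand from a list sorted by difference, so their number says nothing about the pathway as a whole. No explanation was tested for them beyond the scaling of all opposite pairs.

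LSO1 had the largest rise among well-expressed S. cerevisiae genes, 8.67, and the paper does not discuss it. Over RLE factors, upper-quartile factors and library totals the weakest value was 8.63, which argues against scaling. The untreated libraries hold 6 counts each, so the size of the rise rests on few counts, although its direction does not. A biological response to MMS is the hypothesis that remains, and it was not tested further.

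DDI3 rose by 6.84, beside 6.75 for DDI2, and the paper does not discuss either. Their coding sequences are identical at 99.9% of bases, so reads shared between the copies are a candidate explanation for their like values. The rise of the pair together is not explained by sharing of reads between them.

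CAGL0J00451g rose by 7.73 in C. glabrata and is outside the genes the paper discusses. Data Set S1 gives TDH3 as its homolog. Reads shared with other genes of that family were not tested, since no C. glabrata genome was used here, and no biological explanation was tested.

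Among S. cerevisiae features with systematic names and no R64 coordinates in the annotation used here, 455 of 620 tested were called (73.4%, edgeR), 231 of them upward, against 4867 of 5921 (82.2%) with coordinates. By at least 1 on the log2 scale, 117 rose and 123 fell. The paper does not report on such features separately. Reads of an overlapping gene could give such calls. Among features with coordinates, the share of called genes was 83.1% after overlapping genes were removed, against 82.2% with them. Only 280 of 6048 features with coordinates overlap another, so their removal could hardly move this share. It shows only that most calls, 4703 of 5658 tested genes, lie in genes without an annotated overlap. For the 620 features themselves overlap was not tested, since it needs coordinates.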

How the results depend on the processing

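In this part, leaving adhesins out of the list without homologs and linking genes by their printed ratio were chosen after the result was seen; all other alternatives were planned.

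Replacing TMM by library totals changed most. It shifts the median log2 change of all genes from 0.05 to 0.70 in S. cerevisiae and from 0.04 to 0.52 in C. glabrata, so genes near the median change side by construction. Under it 2510 S. cerevisiae genes rose and 814 fell by at least 1 on the log2 scale, against 1195 and 1307, and 1920 C. glabrata genes rose, against 1269. Genes without homologs that fell by as much numbered 11, against 23. The differences of 0.880 for genes without homologs and 0.786 for genes with homologs only were close to those with TMM, but no longer passed the threshold (adjusted p = 0.336 for both, camera; up to 0.336 over all alternatives); the cause was not tested. Among values of Fig. 6A genes that passed the threshold with TMM or with library totals, 6 changed sign: IES6 to 0.588, BUB3 to 0.461, CHL1 to 0.388 and RED1 to 0.0173 in S. cerevisiae, and CTF13 to 0.0789 and RMR1 to 0.239 in C. glabrata. RED1 and CTF13 did not pass the threshold there. MEI5 in S. cerevisiae, which passed it under neither, went from -0.30 to 0.35. The median of the MCM list also changed sign, from -0.21 to 0.43, and passed camera's threshold under neither.

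The stricter filter left 15 genes without homologs down, since fewer genes were tested. Asking for a log2 change of at least 1 as well gave 2502 changed genes in S. cerevisiae and 2575 in C. glabrata, and the test against a fold change of 1.5 gave 3274 and 3371, by their construction. DESeq2, RLE factors, upper-quartile factors and no filter kept the counts of changed genes within 1.5 times and kept both homolog lists past the threshold. So did the stricter filter.

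With the replicate number as a block, 5004 genes changed in S. cerevisiae and 4775 in C. glabrata. The differences were 0.883 and 0.785 for the lists without homologs and with homologs only (adjusted p = 0.0970 for both, camera), and MEK1 (0.52) and MCM5 (0.29) did not pass in S. cerevisiae; the cause was not tested. Deviations of libraries with the same number correlated at 0.0925 and 0.170 in S. cerevisiae, and at 0.0388, 0.177 and 0.183 in C. glabrata, so the numbers are not shown to pair the libraries.

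Set tests of the S. cerevisiae lists depended on how the correlation between genes was treated. With it estimated no list passed (adjusted p from 0.137 to 0.658, camera). With the preset correlation 11 of 13 passed: ribosomal proteins (median -3.58), ribosome biogenesis (-3.02), proteasome (1.40), stress response (1.60), meiosis and sporulation (0.59), sulfate assimilation (-0.97), nucleotide metabolism (-1.31), histones (-1.62), G2/M (-1.12), M/G1 (-1.44) and genes induced by DNA damage (1.41). Under fry G1/S (0.22) and MCM (-0.21) passed as well. The medians are the same by construction, since only the test changes.

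With each library left out in turn, between 5126 and 5336 genes changed in S. cerevisiae and between 4683 and 4781 in C. glabrata. Where this left a single untreated S. cerevisiae library, it was assumed to vary like the MMS libraries. POL30 stayed between 1.20 and 1.39 in S. cerevisiae and between -3.10 and -3.03 in C. glabrata, and its difference between -4.45 and -4.25, always past the threshold. Pairs that differ by at least 2 numbered 472 to 496. The difference for genes without homologs stayed between 0.840 and 0.930 (largest adjusted p = 0.0457, camera). That for genes with homologs only stayed between 0.774 and 0.792, but without untreated C. glabrata replicate 3 it was 0.780 and did not pass (adjusted p = 0.0577, camera; fewer samples were tested). For genes lost from Hanseniaspora r stayed between 0.111 and 0.122 over the planned 63 pairs, and between 0.295 and 0.306 over the 130 linked pairs.

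Of 148 values of single genes and their differences between species, 126 kept their side of the threshold, and their direction where called, under every planned setting in which they had a value, and 22 changed at least once. Among values not called in either setting, MEI5 in S. cerevisiae also changed sign without the first untreated library (0.41), RAD27 without the second (-0.02), and IES6 under upper-quartile factors (0.12). ANB1 fell by 6.05 but by 3.59 without the second untreated S. cerevisiae library, and did not pass the threshold when any 1 of the 3 MMS libraries was left out (adjusted p from 0.0969 to 0.110, edgeR). MEK1 in S. cerevisiae did not pass it without the first (0.63) or second (0.59) untreated library, without MMS replicate 2 (0.61) or 3 (0.53), or with DESeq2 (0.57). MUM2 in S. cerevisiae did not pass it with DESeq2 (0.21), without the first untreated library (0.19) or without the second MMS library (0.22). MCM5 in S. cerevisiae did not pass it without the first untreated library (0.19). BUB3 passed it as a fall in S. cerevisiae without the second untreated library (-0.27) or the first MMS library (-0.24), with RLE factors (-0.24) and with overlapping genes removed (-0.21). CHZ1 passed it as a rise without the first untreated library (0.29), with no filter (0.20) and with upper-quartile factors (0.38). With upper-quartile factors RAD27 (0.25) and POL4 (0.25) passed it as rises in S. cerevisiae, and CHL1 in S. cerevisiae (-0.08) and RMR1 in C. glabrata (-0.15) no longer passed. The MEK1 difference between species passed it without the second C. glabrata MMS library (0.70). Library totals made rises of MSH4, RAD27, POL4, CHZ1 and WIP1 in S. cerevisiae and of HOP2 in C. glabrata pass it, and falls of PCH2, CDC6, MCM2 and MCM3 in S. cerevisiae and of KRE29 in C. glabrata no longer did.

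Leaving adhesins out gave a difference of 0.891 for genes without homologs across the 174 genes left, past the threshold of 0.05 in camera without adjustment. Overlapping genes and chromosome ends in C. glabrata, the correlation over all orthologs and a second pairing of the orthologs were planned and not run, for want of a C. glabrata genome and a complete pairing here. The MEK1 difference has no value under the stricter filter. Depth limits little among genes past the filter, where the median standard error is 0.09 and 0.06, but it limits genes of few counts such as MEK1.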

Differences from the paper's values

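For genes changed by MMS, the paper's value is over 2,000 in S. cerevisiae and over 2000 in C. glabrata. The values here are 5427 and 4764. Of the alternatives set before the data were examined, an adjusted p under 0.05 together with a log2 change of at least 1 gave 2502 and 2575, within 1.5 times the paper's numbers. No other alternative did. In S. cerevisiae DESeq2 gave 5285, RLE factors 5405, upper-quartile factors 5503, library totals 5723, no filter 5453, the stricter filter 5272, removal of overlapping genes and of features without coordinates 4703 and the test against a fold change of 1.5 gave 3274. In C. glabrata DESeq2 gave 4711, RLE factors 4759, upper-quartile factors 4804, library totals 4769, no filter 4782, the stricter filter 4681 and the test against a fold change of 1.5 gave 3371. The paper's wording sets a lower bound, which all these counts exceed.

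For genes without homologs, the counts of 73 up and 23 down lie near the paper's 77 and 28. Upper-quartile factors gave 77 up and 21 down, leaving out the second untreated library also gave 77 up, and DESeq2, the authors' tool, gave 80 up and 28 down. No setting gave both of the paper's counts.

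The paper states that CHK1 and MEK1 rise more in C. glabrata and that RAD53 rises to a similar extent in both species. For CHK1 the difference was 0.73, and for RAD53 it was -0.11 without passing the threshold. For MEK1 the difference of 0.50 did not pass it (adjusted p = 0.200, edgeR's interaction test with Benjamini-Hochberg adjustment). It passed in 1 setting, without the second C. glabrata MMS library (0.70, adjusted p = 0.0457, edgeR). The highest adjusted p over the alternatives was 0.404 (library totals, edgeR).

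For chromosome maintenance genes lost from Hanseniaspora the paper states that hardly any correlation is left. Over the 63 pairs named in Data Set S1, as planned, r was 0.12. These pairs were printed for a rise in C. glabrata or a difference between the species, so this value cannot be set against the statement. Over the 130 pairs that include genes linked by their printed ratio, a link chosen after seeing the values, r was 0.30. Its square was 0.091, so the changes in one species account for little of the variation in the other.

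The paper states that several genes at the replication fork are up in S. cerevisiae and down in C. glabrata. Of the replication genes it names from Fig. 6A, POL30, POL31, MCM4, MCM5 and MCM6 were called up in S. cerevisiae and down in C. glabrata, which goes with that statement. CDC6 fell in both species (-0.76 and -3.94), although under library totals its fall in S. cerevisiae no longer passed the threshold (-0.11). RAD27 was not called in S. cerevisiae (0.06); under upper-quartile factors and library totals it was called up, at 0.25 and 0.72.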

Other observations

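In this part, the test of genes near chromosome ends was chosen after the result was seen; the matched lists for genes without homologs were planned.

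Genes without homologs in S. cerevisiae are expressed at lower levels than other C. glabrata genes, and low expression was weighed as a candidate explanation for their rise. Of 10000 random lists matched on mean expression, 0 had a mean as high, and the mean of the listed genes exceeded that of the matched lists by 0.588, which argues against expression level as the whole cause. Position near chromosome ends was not tested in C. glabrata, and stays open together with a biological difference of these genes.

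In S. cerevisiae, the 271 genes within 25 kb of a chromosome end changed by 0.45 on average (log2), against -0.13 for the 5634 genes elsewhere. Matched lists had a mean of 0.04 (95% of lists between -0.10 and 0.18), and 0 of 10000 reached the observed mean, so lower expression of these genes is not the whole cause. With the correlation between genes estimated, camera gave p = 0.0877, so the difference itself did not pass. Reduced silencing near chromosome ends after MMS may contribute as a hypothesis, and was not tested.

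The lists tied to the cell cycle in S. cerevisiae had these values with TMM factors, none past the threshold of camera with the correlation estimated. Of 46 genes of the G1/S list, 24 rose and 10 fell (median 0.22, from -2.44 in CLN2 to 1.85 in RAD54). Of 6 MCM genes 3 rose and 3 fell, with a median of -0.21 that became 0.43 under library totals. All 8 histone genes fell (median -1.62), as did 18 of 20 G2/M genes (median -1.12, CLB2 lowest at -2.62) and 12 of 14 M/G1 genes (median -1.44), while 1, DSE1, rose. The medians of histones, G2/M and M/G1 stayed negative under every scaling. The cells of these libraries grew exponentially, so the values do not separate a change within cells from a change in the share of cells in each phase.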
